# DPPA2/4 and SUMO E3 ligase PIAS4 opposingly regulate zygotic transcriptional program

**DOI:** 10.1371/journal.pbio.3000324

**Published:** 2019-06-21

**Authors:** Yao-Long Yan, Chao Zhang, Jing Hao, Xue-Lian Wang, Jia Ming, Li Mi, Jie Na, Xinli Hu, Yangming Wang

## Abstract

The molecular mechanism controlling the zygotic genome activation (ZGA) in mammals remains poorly understood. The 2-cell (2C)-like cells spontaneously emerging from cultures of mouse embryonic stem cells (ESCs) share some key transcriptional and epigenetic programs with 2C-stage embryos. By studying the transition of ESCs into 2C-like cells, we identified developmental pluripotency associated 2 and 4 (Dppa2/4) as important regulators controlling zygotic transcriptional program through directly up-regulating the expression of double homeobox (Dux). In addition, we found that DPPA2 protein is sumoylated and its activity is negatively regulated by small ubiquitin-like modifier (Sumo) E3 ligase protein inhibitor of activated STAT 4 (PIAS4). PIAS4 is down-regulated during ZGA process and during transitioning of ESCs into 2C-like cells. Depleting Pias4 or overexpressing Dppa2/4 is sufficient to activate 2C-like transcriptional program, whereas depleting Dppa2/4 or forced expression of Pias4 or Sumo2–Dppa2 inhibits 2C-like transcriptional program. Furthermore, ectopic expression of Pias4 or Sumo2–Dppa2 impairs early mouse embryo development. In summary, our study identifies key molecular rivals consisting of transcription factors and a Sumo2 E3 ligase that regulate zygotic transcriptional program upstream of Dux.

## Abstract 2

Analysis of cultured cells resembling those from 2-cell-stage embryos identifies transcription factors Dppa2/4 and the Sumo2 E3 ligase PIAS4 as key antagonistic regulators of the zygotic transcriptional program upstream of Dux.

## Introduction

Zygotic genome activation (ZGA) occurs predominantly at the 2-cell (2C) stage of mouse embryo and 4- to 8-cell stages in human embryo [1–3], which is essential for the development control passed from maternal to newly synthesized RNA and proteins. Any wrongdoing during ZGA may lead to termination of embryo development or have severe and long-term consequences for the life of an organism. However, the molecular regulation of ZGA in mammal is poorly understood. Recently, a rare subset of cells called 2C-like cells were found in mouse embryonic stem cell (ESC) cultures [4,5]. The 2C-like cells express high levels of ZGA transcripts including murine endogenous retrovirus (ERV)-L (MERVL) family of retroviruses and zinc finger and SCAN domain containing 4 (Zscan4) clusters [5–7]. In addition, these cells share some key epigenetic characteristics with 2C-stage embryos, including increased chromatin accessibility [6], the absence of chromocenters [8], and high histone mobility [9]. Therefore, 2C-like cells serve as an ideal cell model system to study the regulation of ZGA transcriptional program.

Recently, the transcription factor double homeobox (DUX), expressed exclusively in the minor wave of ZGA, was reported to activate numerous downstream ZGA transcripts [10–12]. Deletion of Dux causes severe defects in preimplantation development. Consistently, ectopic expression of Dux is sufficient to promote the transition of ESCs to 2C-like cells in mouse. In addition, several studies show that the 2C-like transcriptional program can be activated by depleting microRNA 34a (miR-34a) [13], chromatin assembly factor (CAF-1) [8], various epigenetic regulators including lysine (K)-specific demethylase 1A (Lsd1/Kdm1a) [5], components PRC1.6 complex and E1A binding protein p400 (EP400)–TIP60 complex [7], and long interspersed nuclear element (LINE1)–Nucleolin complex [14]. In particular, tripartite motif-containing 28 (Trim28), PRC1.6 complex, and LINE1–Nucleolin complex directly bind to Dux genomic loci to repress its expression [7,14]. These reported factors are generally repressors of Dux or ZGA transcripts. Furthermore, two recent studies found that transcription factors developmental pluripotency associated 2 (Dppa2) and Dppa4 are both necessary and sufficient for the activation of Dux and other 2C genes [15,16].

A recent study identified small ubiquitin-like modifier 2 (SUMO2) as a potent inhibitor of provirus and ERVs including MERVL [17], indicating a potential role of sumoylation in regulating 2C-like state and zygotic transcriptional program. Posttranslational modification by SUMO is an important regulatory mechanism to tune protein function [18,19]. Numerous transcriptional factors [20,21] and chromatin modifiers [22–24] are shown to be regulated by sumoylation. Sumoylation also plays vital roles in the transcriptional response to various intrinsic or extrinsic stresses, including DNA damage [25,26], oxidative stress [27,28], heat shock [29], and pathogen invasion [30]. However, whether and how sumoylation regulates zygotic transcriptional program remains unknown. In this study, we set out to determine the function of sumoylation factors in regulating 2C-like state and zygotic transcriptional program. We identified a Sumo2 E3 ligase protein inhibitor of activated STAT 4 (Pias4) and its substrate Dppa2 that play opposing roles in the regulation of 2C-like state and zygotic transcriptional program upstream of Dux. In addition, Dppa4 functions together with Dppa2 to activate the zygotic transcriptional program.

## Results

### Sumo2 and Sumo E3 ligase Pias4 inhibit zygotic transcriptional program in mouse ESCs

To study how zygotic transcriptional program is regulated, we first generated a 2C::tandem dimeric Tomato (tdTomato) reporter ESC line with transgenic expression of red fluorescence protein tdTomato under the control of MERVL 5′UTR [5]. As expected, around 0.5% 2C::tdTomato-positive cells were typically present in ESC cultures (S1A Fig). Using this cell line, we confirmed that knocking down Sumo2, but not Sumo1, significantly increased the percentage of tdTomato-positive cells (S1A Fig). Importantly, knocking down Sumo2 also up-regulated the expression of MERVL and other classic 2C-specific genes including Dux, Cml2, zinc finger protein 352 (Zfp352), and Zscan4d (S1B Fig).

To figure out which Sumo E3 ligase is responsible for the repression of 2C-like state and zygotic transcriptional program, we knocked down nine known Sumo E3 ligases [31] individually with small interfering RNAs (siRNAs) in 2C::tdTomato ESCs. The flow cytometry results showed that only knocking down Pias4 significantly increased the fraction of 2C-like cells (Figs 1A and S1C). Consistently, quantitative PCR (qPCR) results showed that the expression of Dux and representative 2C-specific genes is up-regulated upon knocking down Pias4 (Fig 1B). To confirm that the down-regulation of Pias4 is sufficient to globally promote the activation of zygotic transcriptional program, we performed RNA sequencing (RNA-seq) analysis on ESCs transfected with siRNAs against Pias4. 

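RNA was sequenced from mouse ESCs transfected with an siRNA against Pias4, the gene of a SUMO E3 ligase (si-Pias4), and from ESCs transfected with a nontargeting siRNA (si-NC), with 2 libraries in each group. Pias4 mRNA was 14.5 and 11.8 FPKM (fragments scaled to transcript length and library size) in the si-Pias4 libraries and 29.1 and 26.0 FPKM in the si-NC libraries, 47.7% of control. Both si-Pias4 values lay below both si-NC values, with a log2 fold change of -1.06 (standard error 0.14, adjusted p = 0.339 from limma). The siRNA sequence listed for Pias4 in S8 Table has 19 nucleotides and matches chromosome 10 of mm10 from 81157323 to 81157341, in the coding sequence of exon 6 of 11 of Pias4 (ENSMUSG00000004934, chromosome 10 from 81153266 to 81167923). No transcript of another annotated gene holds this site. The authors aligned the reads with STAR and made the FPKM values with Cufflinks, and the deposited table gives 45952 genes without counts. From the size of the steps between low values, the depth was estimated at 7.45 M and 8.45 M fragments in si-NC and at 7.80 M and 5.88 M in si-Pias4. One fragment on a 2-kb transcript is then worth 0.0592 to 0.0851 FPKM, so a gene listed at 0 may be expressed below that level. The mitochondrially encoded mRNAs took 3.87% and 4.55% of all FPKM in si-Pias4 and 3.37% and 3.53% in si-NC. Differences were tested with limma on log2(FPKM + 0.2) over the 14885 genes with a mean of at least 0.25 FPKM, with Benjamini-Hochberg adjustment, and fold changes on this scale understate those of low genes. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333, and the labels do not say whether the libraries of a group are separate cultures.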

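Transcripts of the 2C stage were higher in si-Pias4 than in si-NC ESCs as a group, while no single gene passed the test over all genes. Of 29 measured genes of a fixed list of 2C-stage genes, 27 had a log2 fold change above 0. Zscan4f, of the Zscan4 cluster on chromosome 7 that is expressed in 2C embryos, was 3.52 and 4.86 FPKM in si-Pias4 and listed at 0 in both si-NC libraries (adjusted p = 0.262 from limma). Zscan4c was 1.01 and 1.79 FPKM against 0.118 and 0.104 FPKM, 12.6-fold higher, with a log2 fold change of 2.32 (standard error 0.50, adjusted p = 0.367 from limma). Gm8300, an Eif1a-like gene, was 1.83 and 1.50 FPKM against 0.222 and 0.195 FPKM, and Gm21761 was 1.26 and 1.49 FPKM with si-NC listed at 0. Usp17le, of the Usp17l family of deubiquitinases, was 1.24 and 0.988 FPKM and was listed at 0 in both si-NC libraries. Of the 29 genes, 0 passed over all genes, and 17 were higher and 0 lower when adjusted over the list alone. The list's median log2 fold change was 2.00, which depends on the 0.2 FPKM added, since 12 members had a group at 0 (camera with a preset correlation, adjusted p = 9.2e-14, and adjusted p = 0.226 with an estimated correlation). Within it, 4 of 5 Zscan4 genes (median 2.23, adjusted p = 2.9e-05), 5 of 6 Eif1a-like genes (median 2.45, adjusted p = 1.2e-06), 3 of 3 Tdpoz and Usp17l genes (median 2.23, adjusted p = 0.000465) and 2 of 5 PRAME family genes (median 0.34, adjusted p = 0.0116) were higher when adjusted over the list alone. With an estimated correlation, these 4 families had adjusted p = 0.226, 0.226, 0.419 and 0.357. None of the 11 lists that passed in si-Pias4 with the preset correlation did so with the estimated one. That version rests on the few residual degrees of freedom of 2 libraries per group, so it cannot decide here. Members of these families share near-identical sequence, so the reads between copies may be split differently, and their single values are uncertain. Such copies are not independent, while the preset correlation of 0.01 takes members as nearly so, and p-values from it may be far too small. For repeats, the paper's S2 Table gives averages of 34.3 FPKM in si-NC and 110 FPKM in si-Pias4 for MERVL-int, and of 62.3 and 91.8 FPKM for its LTR MT2_Mm. Where the genes with a mean under 1 FPKM were left out, the 2C-stage list no longer passed (camera adjusted p = 0.0889, range over 10 alternatives 1.0e-18 to 0.0889). That filter left out Zscan4c, Zscan4d, Zscan4e, Gm8300, Gm21761, Usp17le and Tcstv1 for the low values of their si-NC libraries. It therefore says nothing about stability.

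**Figure D1:**
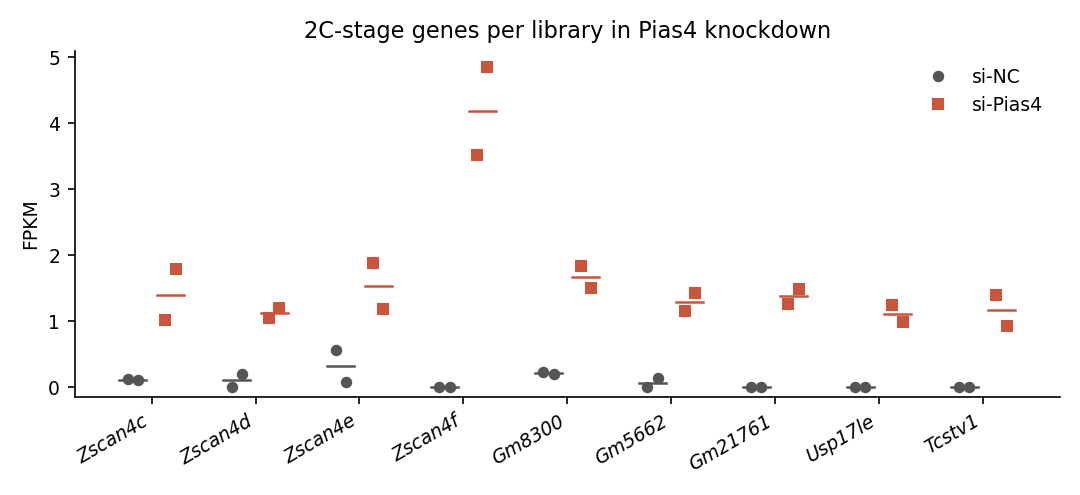
FPKM of 9 2C-stage genes in the 2 si-NC and 2 si-Pias4 libraries. Points are libraries and horizontal lines are group means, and for Zscan4f the si-Pias4 libraries lie at 3.52 and 4.86 FPKM while both si-NC libraries lie at 0.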

The results showed that knocking down Pias4 globally increases the expression of 2C-specific ZGA transcripts (Fig 1C and S1 and S2 Tables). 

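Genes induced by the transcription factor Dux and genes driven by the MERVL LTR were followed through the members that the paper's MA plots name. Zscan4d, in both groups, was 1.05 and 1.2 FPKM in si-Pias4 against 0 and 0.200 FPKM in si-NC, and Zscan4e was 1.88 and 1.19 FPKM against 0.563 and 0.0827 FPKM. Tcstv1, a 2C-stage gene of the MERVL group, was 1.40 and 0.929 FPKM and was listed at 0 in both si-NC libraries. The zinc finger gene Zfp352 was 0.162 and 0.323 FPKM and Cml2 was 0.342 and 0.151 FPKM, each listed at 0 in both si-NC libraries and too low to be tested. Dux, listed as Duxf3 on chromosome 10 from 58230654 to 58232675, was 0 and 0.172 FPKM with si-NC listed at 0, which does not separate it from background at this depth. Tdpoz4 was 0.258 and 0 FPKM in si-Pias4, and Tcstv3 was listed at 0 in all 4 libraries. Of 4 measured genes of the Dux group, 0 passed over all genes and 4 were higher when adjusted over the list alone, with a median log2 fold change of 2.27 (camera adjusted p = 7.0e-06, and adjusted p = 0.226 with an estimated correlation). Of 5 measured genes of the MERVL group, 0 passed over all genes and 5 were higher when adjusted over the list alone, with a median of 2.32 (camera adjusted p = 6.8e-07, and adjusted p = 0.226 with an estimated correlation). Both sets are the genes named in the paper's plots of these samples, the paper does not say how the names were picked, and the Zscan4 genes are in both, so their direction is not taken as independent evidence.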

Importantly, a large fraction of Dux-induced genes or MERVL–long terminal repeat (LTR)-driven genes were also up-regulated in Pias4-knockdown ESCs (Fig 1D and 1E). Consistently, Pias4 knocking down also up-regulated genes induced by miR-34a knockout [13], G9a knockout [5], or LINE1 [14] or CAF-1 (p150 and p60) [8] knockdown (S1D Fig.), all of which have been shown to promote the generation of 2C-like cells. Previously, using single-cell RNA-seq, Deng and colleagues analyzed gene expression profiles during different stages of mouse preimplantation development [32]. Interestingly, we found that genes induced upon knocking down Pias4 were also up-regulated in mouse embryos during the transitioning of zygote into the 2C stage, the time when ZGA occurs (Fig 1F). These results suggest that Pias4 inhibits zygotic transcriptional program in mouse ESCs.

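Outside the 2C-stage genes, most groups of genes stayed near their si-NC level in si-Pias4 ESCs. The 26 measured pluripotency factors had a median log2 fold change of 0.04 (camera adjusted p = 0.375), with Nanog at 277 and 276 FPKM against 238 and 228 FPKM. Of 15 formative and gastrula genes, 1 was lower when adjusted over the list alone, and the median was -0.33 (camera adjusted p = 0.00126, and adjusted p = 0.264 with an estimated correlation). Lefty1, a Nodal antagonist, was 40.8 and 38.2 FPKM against 64.9 and 59.8 FPKM (log2 fold change -0.66, adjusted p = 0.339 from limma). Of 13 mitochondrially encoded mRNAs, 4 were higher when adjusted over the list alone, and the median was 0.19 (camera adjusted p = 8.0e-05, and adjusted p = 0.430 with an estimated correlation). The 22 known repressors of the 2C-like state had a median of 0.07 and no member higher or lower (camera adjusted p = 0.0406, and adjusted p = 0.430 with an estimated correlation). Dppa2 mRNA was 46.0 and 47.6 FPKM in si-Pias4 and 33.3 and 34.9 FPKM in si-NC (adjusted p = 0.341 from limma). Over all genes, limma called 0 at an adjusted p under 0.05 and 1422 at an unadjusted p under 0.05, of which 721 were higher and 701 lower. By the ratio of group means, 633 genes were at least 2-fold higher and 576 at least 2-fold lower, a balance that turned to 719 and 904 without si-Pias4 replicate 1 and to 631 and 734 without si-Pias4 replicate 2, and both groups lay apart for 40.3% of genes, where chance gives 33.3%. From the increase of 2C-stage, Dux-induced and MERVL-driven transcripts, with its flow cytometry and RT-qPCR, the paper proposes that Pias4 inhibits the zygotic transcriptional program. It also reports Pias4-knockout ESCs and their rescue with wild-type or enzyme-dead Pias4.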

**Fig 1:**
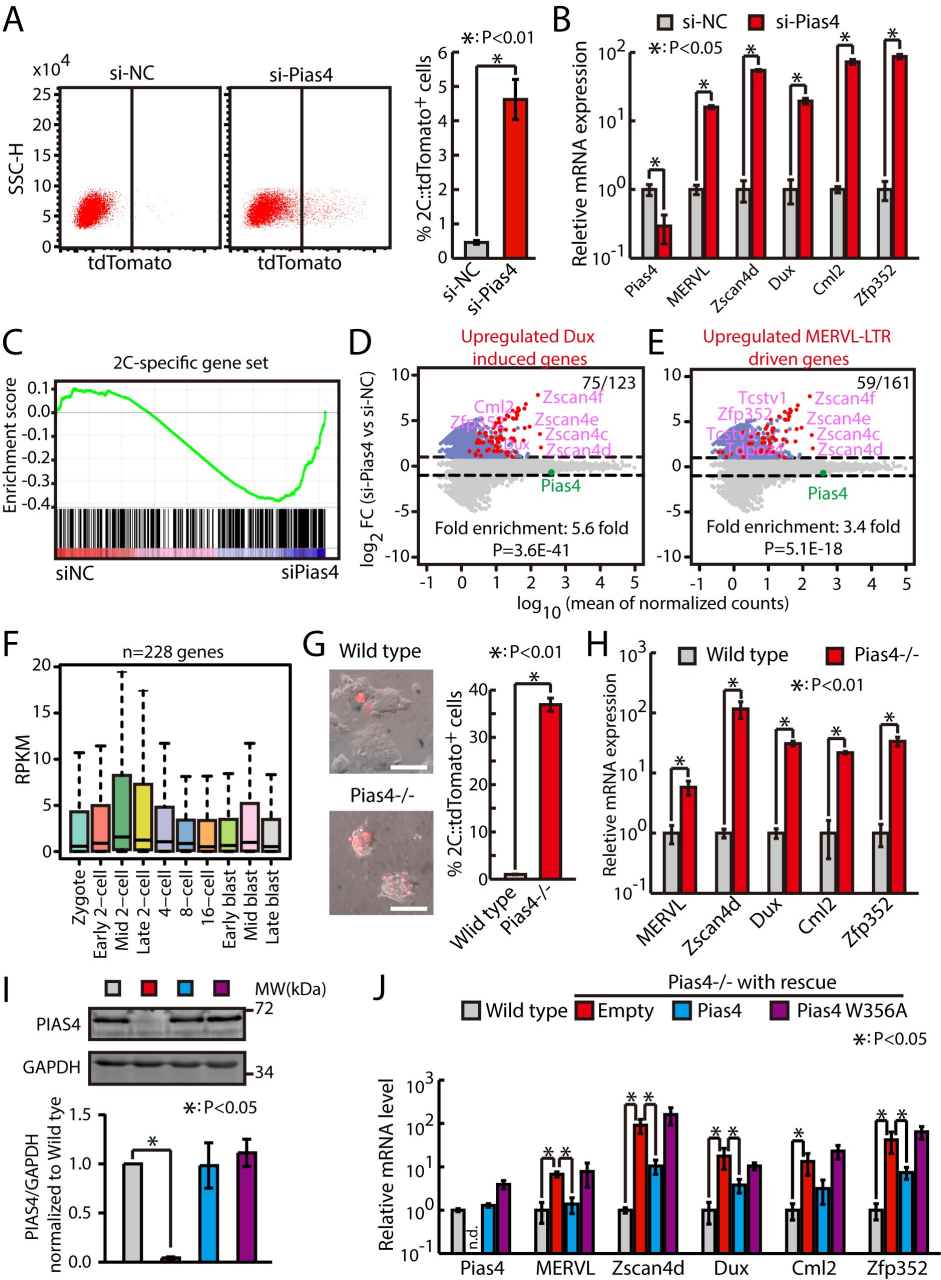
Pias4 represses zygotic transcriptional program in mouse ESCs. (A) Flow cytometry analysis of 2C::tdTomato-positive cells in Pias4-knockdown ESCs. Left, representative dot plot; right, quantification of fraction of tdTomato-positive cells in 2C::tdTomato ESCs treated with control siRNAs or siRNAs against Pias4. Shown are mean ± SD, *n* = 6. The *p*-value was calculated by two-tailed Student’s *t* test. (B) RT-qPCR of Dux and other 2C-specific genes in Pias4-knockdown ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of ESCs transfected with control siRNAs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (C) GSEA for 2C-specific genes in ESCs transfected with control siRNAs or siRNAs against Pias4. For x-axis, genes were ranked based on the ratio of siNC versus si-Pias4 ESCs. (D) MA plots showing gene expression changes in Pias4-knockdown ESCs. Red dots indicate Dux-induced genes. Out of 123 Dux-induced genes, 75 were up-regulated in Pias4-knockdown ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (E) MA plots showing gene expression changes in Pias4-knockdown ESCs. Red dots indicate MERVL–LTR-driven genes. Out of 161 MERVL–LTR-driven genes, 59 were up-regulated in Pias4-knockdown ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (F) Expression of genes up-regulated in Pias4-knockdown ESCs in preimplantation mouse embryos. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range. Preimplantation RNA-seq data are from [32]. (G) Fraction of 2C::tdTomato-positive cells in *Pias4−/−* ESCs. Left, representative fluorescence images. Right, flow cytometry analysis. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. Scale bars, 100 μm. (H) RT-qPCR of Dux and other 2C-specific genes in Pias4-knockout ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of wild-type ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (I) Western bots of PIAS4 protein level in wild-type ESCs and *Pias4−/−* ESCs rescued by empty, Pias4, or Pias4 W356A. Left, representative gel images; right, quantification of PIAS4 protein level, data were normalized to GAPDH and then to wild-type ESCs. Shown are mean ± SD, *n* = 3. (J) RT-qPCR of Dux and other 2C-specific genes in wild-type ESCs and *Pias4−/−* ESCs rescued by empty, Pias4, or Pias4 W356A. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of wild-type ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by one-way ANOVA followed by one-tailed Dunnett's test with empty versus wild-type and mutant Pias4 rescue. Source data for A, B, and G-J can be found in the supplemental data file (S1 Data). 2C, 2-cell; Dux, double homeobox; ESC, embryonic stem cell; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; GSEA, gene set enrichment analysis; LTR, long terminal repeat; MERVL, murine endogenous retrovirus-L; NC, negative control; Pias4, protein inhibitor of activated STAT 4; RNA-seq, RNA sequencing; RPKM, reads per kilobase per million mapped reads; RT-qPCR, quantitative reverse transcription PCR; siRNA, small interfering RNA; SSC-H, side scatter height; Tcstv, 2C-stage variable group; tdTomato, tandem dimeric Tomato; Zfp352, zinc finger protein 352; Zscan4, zinc finger and SCAN domain containing 4.

To exclude potential off-target effects of siRNAs, we generated Pias4-knockout ESCs (S1E Fig) using a clustered regularly interspaced short palindromic repeat (CRISPR)/CRISPR-associated protein 9 (Cas9) strategy and confirmed that knocking out Pias4 significantly increases the fraction of 2C-like cells as well as the expression of Dux and other 2C-specific genes (Figs 1G and 1H and S1F). Furthermore, we performed rescue experiment in *Pias4−/−* ESCs. We transfected *Pias4−/−* ESCs with wild-type or enzyme-dead mutant Pias4 (W356A) [33]. Western blotting analysis showed similar PIAS4 protein level between wild-type, Pias4, or Pias4 W356A rescued *Pias4−/−* ESCs (Fig 1I). qPCR results showed that wild-type but not enzyme-dead mutant Pias4 inhibited the expression of Dux and other 2C-specific genes (Fig 1J). Altogether, these data indicate that Sumo2 and Pias4 inhibit ZGA transcripts in mouse ESCs.

### PIAS4 protein is down-regulated in 2C-like cells and during ZGA

Since Pias4 is an inhibitor of 2C-like state and zygotic transcriptional program, we hypothesized that the expression of Pias4 is down-regulated in 2C-like cells and during ZGA. Unexpectedly, our single-cell qPCR results showed that Pias4 mRNA level was similar between 2C::tdTomato-positive and negative cells (Fig 2A). The qPCR results are also confirmed by previous RNA-seq data (S2A Fig). Based on these results, we hypothesized that PIAS4 protein level is down-regulated in 2C-like cells. Indeed, immunofluorescence (IF) staining experiments showed that PIAS4 protein level is significantly lower in 2C::tdTomato-positive than negative cells (Fig 2B). Encouraged by these results, we further analyzed the Pias4 mRNA and protein level during early embryo development. Results from single-embryo quantitative reverse transcription PCR (RT-qPCR) showed that Pias4 mRNA was significantly decreased from zygote to the 2C embryo stage (Fig 2C), coincident with the up-regulation of ZGA transcripts including Dux, MERVL, and Zscan4d (S2B Fig). Consistent with qPCR results, IF staining showed that Pias4 protein was also significantly down-regulated during ZGA (Fig 2D). These results show that PIAS4 protein is down-regulated in 2C-like cells and during ZGA, consistent with its inhibitory role in zygotic transcriptional program. However, whereas both RNA and protein level of Pias4 are down-regulated during ZGA, only protein level of Pias4 is down-regulated in 2C-like cells, indicating different control mechanisms for Pias4 between early development in vivo and ESCs cultured in vitro.

**Fig 2:**
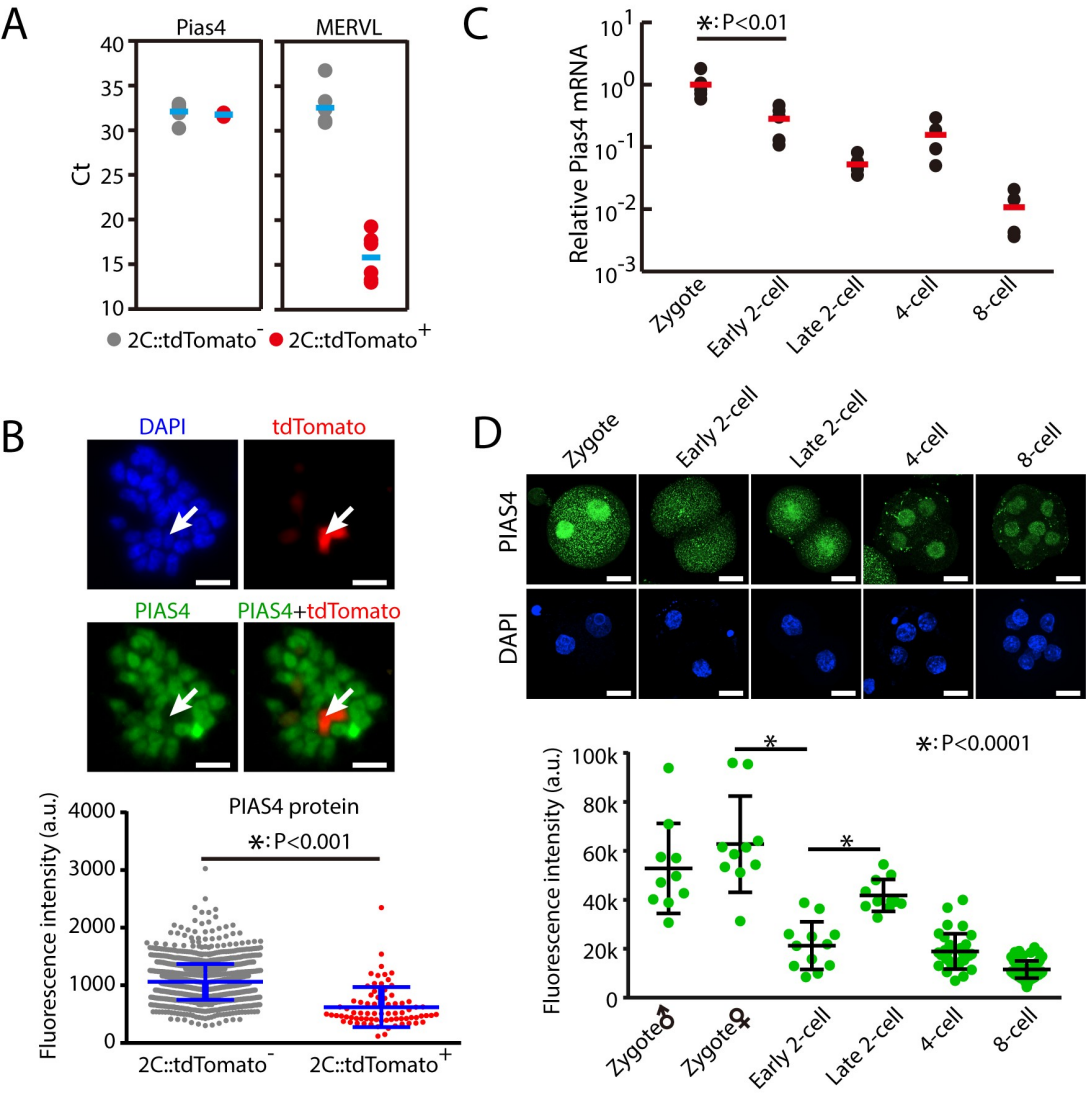
PIAS4 is down-regulated during ZGA and in 2C-like cells. (A) Single-cell RT-qPCR of Pias4 in 2C::tdTomato-positive and negative cells. Shown are Ct values. Each dot represents one cell. *n* = 6. As expected, MERVL was significantly up-regulated in 2C::tdTomato-positive cells. (B) IF staining of PIAS4 protein in 2C::tdTomato-positive and negative ESCs. Shown are representative images (left) and quantification of fluorescence intensity with mean ± SD (right). Scale bars, 20 μm. *n* = 77 tdTomato-positive cells and 1,478 tdTomato-negative cells. Each dot represents one cell. The *p*-value was calculated by two-tailed Student's *t* test. (C) Single-embryo RT-qPCR of Pias4 from zygote to the 8-cell stage. Shown is the Pias4 level normalized to zygote stage. Each dot represents one embryo. *n* = 6 for zygote, early 2C stage, and late 2C stage, and *n* = 4 for 4-cell and 8-cell stages. The *p*-value was calculated by two-tailed Student's *t* test. (D) IF staining of PIAS4 in mouse embryo from zygote to 8-cell stage. Top, representative images. Scale bars, 20 μm. Bottom, fluorescence intensity in nucleus. Shown are mean ± SD. Six to 10 embryos were analyzed at each stage. Each dot represents one nucleus. The *p*-value was calculated by one-way ANOVA followed by two-tailed Dunnett's test. Source data for A-D can be found in the supplemental data file (S1 Data). 2C, 2-cell; a.u., arbitrary units; Ct, cycle threshold; ESC, embryonic stem cell; IF, immunofluorescence; MERVL, murine endogenous retrovirus-L; Pias4, protein inhibitor of activated STAT 4; RT-qPCR, quantitative reverse transcription PCR; tdTomato, tandem dimeric Tomato; ZGA, zygotic genome activation.

### Overexpression of Pias4 inhibits the zygotic transcriptional program and impairs early embryo development

Next, we tested whether Pias4 is sufficient to repress the zygotic transcriptional program by overexpressing Pias4 in ESCs (Fig 3A). qPCR results showed that around 2-fold overexpression (OE) of Pias4 could effectively decrease the expression of Dux and other 2C-specific genes (Fig 3A). Consistent with the repression of zygotic transcriptional program, the percentage of 2C-like cells was also significantly decreased upon Pias4 OE (Fig 3B). To test whether Pias4 plays a similar inhibitory role during ZGA, we ectopically expressed Pias4 in mouse zygotes. In agreement with findings in ESCs, injecting in vitro transcribed green fluorescent protein (GFP)–Pias4 but not GFP or GFP–Pias4 W356A into zygotes induced embryonic arrest at the 2C stage (Fig 3C and 3D). Importantly, single-embryo RT-qPCR results showed that the up-regulation of Dux, MERVL, and Zscan4d were significantly inhibited in embryos injected with GFP–Pias4 at the early phase of the 2C stage (Fig 3E). Moreover, Dux expression was only transiently activated at early 2C stage in GFP-injected embryos and quickly down-regulated at the late 2C stage (Fig 3E). In contrast, the rapid down-regulation of Dux was not observed in Pias4-injected embryos (Fig 3E), suggesting that ZGA progression is severely interfered with by Pias4 OE. Together, these results demonstrate the potent function of Pias4 in inhibiting the transition of ESCs into 2C-like cells and ZGA processes during early embryonic development.

**Fig 3:**
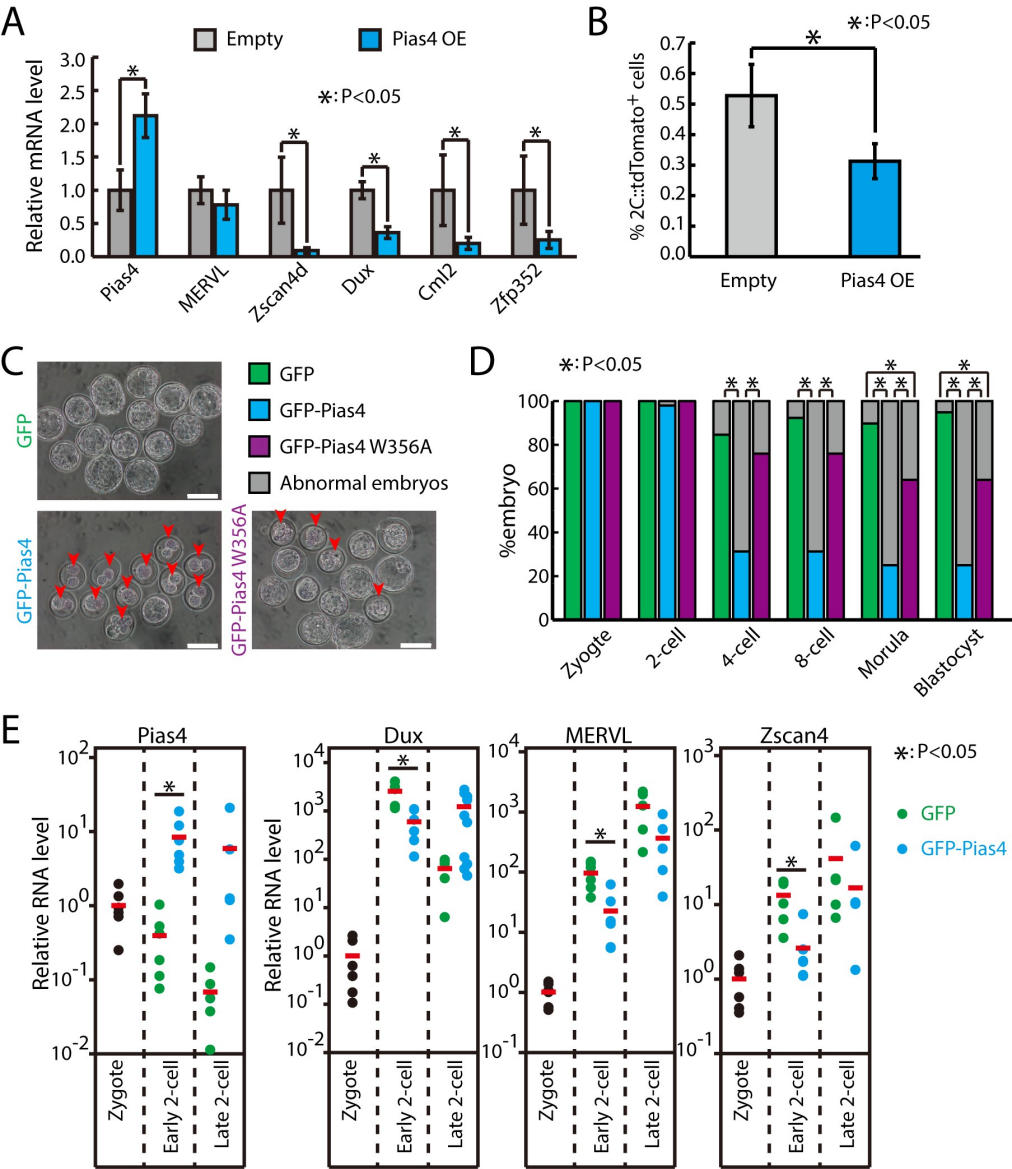
Pias4 OE inhibits zygotic transcriptional program and impairs early embryo development. (A) RT-qPCR of Dux and other 2 cell–specific genes in control and Pias4-overexpressing ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of control OE ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (B) Fraction of 2C::tdTomato-positive cells in control and Pias4-overexpressing ESCs. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (C) Development of zygotes that were injected with in vitro transcribed GFP, GFP–Pias4, and GFP–Pias4 W356A mRNAs. Shown are representative images at development time equivalent to blastocyst stage. Arrows point to abnormal embryos. Scale bars, 100 μm. (D) Development of zygote injected with GFP, GFP–Pias4, and GFP–Pias4 W356A mRNAs. Shown is the percentage of normally developed embryos. *n* = 39, 48, and 25 for GFP, GFP–Pias4, and GFP–Pias4 W356A mRNA–transfected embryos from three independent experiments, respectively. The *p*-value was calculated by Pearson's chi-squared test. (E) Single-embryo RT-qPCR of embryos injected with GFP or GFP–Pias4 mRNA in early and late 2-cell stages. Data were normalized to zygote stage. Each dot represents one embryo. Red bars indicate mean value. *n* = 6 for zygote, early 2-cell and *n* = 5 for late 2-cell. The *p*-value was calculated by two-tailed Student’s *t* test. Source data for A, B, D, and E can be found in the supplemental data file (S1 Data). Dux, double homeobox; ESC, embryonic stem cell; GFP, green fluorescent protein; MERVL, murine endogenous retrovirus-L; OE, overexpression; Pias4, protein inhibitor of activated STAT 4; RT-qPCR, quantitative reverse transcription PCR; tdTomato, tandem dimeric Tomato; Zfp352, zinc finger protein 352; Zscan4d, zinc finger and SCAN domain containing 4D.

### Knocking down Pias4 decreases the sumoylated protein form of multiple activators and inhibitors of zygotic transcriptional program

To figure out how PIAS4 inhibits zygotic transcriptional program, we decided to identify downstream substrate proteins of PIAS4. To this end, we performed pull-down of Sumo2 modified proteins followed by mass spectrometry (MS) analysis in control or Pias4 siRNAs–transfected ESCs, based on an assumption that the abundance of Pias4 substrates in Sumo2 pull-down should decrease upon Pias4 knockdown. We identified 97 potential candidate substrate proteins whose sumoylated form was decreased ≥1.25-fold in Pias4-knockout ESCs (S3A Fig and S3 Table). The decrease of sumoylated protein form might be caused by a decrease in sumoylation efficiency due to Pias4 knockout; alternatively, this could be due to the decrease of protein expression upon Pias4 knockout. These targets are significantly enriched for Gene Ontology (GO) terms like transcription or regulation of transcription (S3B Fig), supporting the function of sumoylation mediated by Pias4 in regulating transcriptional program. To identify the downstream target(s) of PIAS4 in regulating zygotic transcriptional program, we performed a CRISPR interference (CRISPRi) [34] screening in Zscan4::GFP reporter ESCs [4,7] (S3C Fig). Knocking down an inhibitor of 2C transcriptional program should lead to the increase of Zscan4::GFP-positive cells, whereas knocking down an activator of 2C transcriptional program should lead to the decrease of Zscan4::GFP-positive cells. Moreover, knocking down an activator downstream of Pias4 should diminish the effect of Pias4 siRNAs. Therefore, we also performed CRISPRi screening in the presence of Pias4 siRNAs (S3C Fig), hoping to identify direct activators of 2C transcriptional program downstream of Pias4. The results from these experiments suggest that mitochondrial ribosomal protein L38 (Mrpl38), L-threonine dehydrogenase (Tdh), and Zfp131 are potential inhibitors, and Dppa2, Nop58, protein arginine N-methyltransferase 5 (Prmt5), and nucleus accumbens associated 1 (Nacc1) are potential activators of zygotic transcriptional program in ESCs (S3C Fig). As we were more interested in the activators of Dux and zygotic transcriptional program, we further verified the function of potential activators including Dppa2, Nop58, Prmt5, and Nacc1 in 2C::tdTomato reporter cells with siRNAs against selected targets. The results confirmed that Dppa2, Nop58, Prmt5, and Nacc1 are activators of zygotic transcriptional program in ESCs (S3D Fig). Among them, knocking down Dppa2 showed the strongest inhibition effect in the emergence of 2C-like cells (S3D Fig). Together, these data suggest that PIAS4 might regulate the sumoylation (Sumo2) of multiple inhibitors and activators of zygotic transcriptional program.

### Dppa2 and Dppa4 are essential for activating zygotic transcriptional program in mouse ESCs

Next, we focused our study on Dppa2, a transcription factor expressed in germinal vesicle (GV) oocytes [35], whose dominant negative form arrests early mouse embryo development [36]. We transfected 2C::tdTomato reporter ESCs with siRNAs against Dppa2. The qPCR results showed that knocking down Dppa2 significantly decreased the expression of Dux and other 2C-specific genes (Fig 4A), consistent with the decrease in the percentage of 2C-like ESCs (Fig 4B). To confirm that Dppa2 is responsible for the up-regulation of zygotic transcriptional program upon Pias4 knockdown, we cotransfected siRNAs against Dppa2 and Pias4. The results show that knocking down Dppa2 can effectively prevent the up-regulation of Dux and other 2C-like ZGA genes upon Pias4 knockdown (S4A Fig). Since Dppa4 has been shown to play similar roles as Dppa2 in the activation of Dux and ZGA program [15, 16], we also tested the effect of knocking down Dppa4 in ESCs. Indeed, qPCR results showed that knocking down Dppa4 decreased the expression of Dux and other 2C-specific genes at an extent similar to Dppa2 knockdown (S4B Fig). In addition, double knockdown of Dppa2 and Dppa4 caused a similar degree of down-regulation for Dux and Cml2 and further down-regulation of Zscan4d and Zfp352 (S4B Fig). 

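RNA was sequenced from ESCs transfected with siRNAs against Dppa2 (si-Dppa2), Dppa4 (si-Dppa4) or both (si-Dppa2/4), or with si-NC, with 2 libraries in each of 4 groups. Dppa2 mRNA was 57.9 and 51.6 FPKM in si-NC and 30.1 and 26.9 FPKM in si-Dppa2, 52.0% of control (log2 fold change -0.94, standard error 0.08, adjusted p = 0.0145 from limma). Dppa4 mRNA was 95.2 and 89.3 FPKM in si-NC and 90.7 and 87.3 FPKM in si-Dppa2. In the libraries labelled si-Dppa4, Dppa4 was 29.0 and 28.6 FPKM, 31.2% of control (log2 fold change -1.67, standard error 0.05, adjusted p = 0.000122 from limma), and Dppa2 was 34.3 and 32.0 FPKM, 60.5% of control (adjusted p = 0.0146). In the libraries labelled si-Dppa2/4, Dppa4 was 26.8 and 25.4 FPKM, 28.3% of control (adjusted p = 6.9e-05), and Dppa2 was 55.2 and 58.8 FPKM, 104% of control (adjusted p = 0.768). Dppa2 was therefore near control in the libraries labelled with both siRNAs and lower in those labelled with the Dppa4 siRNA alone, and directions drawn from either pair of libraries rest on their labels. RT-qPCR in S4B Fig measured both genes, and the paper places its values in S1 Data, but that part could not be read here. Those values would bear on the labels. The paper states that si-Dppa4 lowered 2C genes to a similar extent and that Zscan4d and Zfp352 went further down with both siRNAs, which does not settle the labels. The siRNA sequence listed for Dppa2 matches chromosome 16 of mm10 from 48319039 to 48319057, in the 3' UTR in exon 8 of 8, and that for Dppa4 from 48294077 to 48294095, in the 3' UTR in exon 7 of 7, and no other annotated gene holds either site. The deposited values are FPKM from Cufflinks without counts, and the depth estimated from low values was 16.6 M and 14.8 M fragments in si-NC, 15.7 M and 10.3 M in si-Dppa2, 15.6 M and 17.5 M in the libraries labelled si-Dppa4 and 14.6 M and 14.1 M in those labelled si-Dppa2/4. A single fragment on a 2-kb transcript is worth 0.0286 to 0.0484 FPKM at this depth. All 8 libraries entered one limma fit on log2(FPKM + 0.2) over 15402 genes, and leaving out any 1 library took the adjusted p of Dppa2 in si-Dppa2 above 0.05, to at most 0.142.

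**Figure D2:**
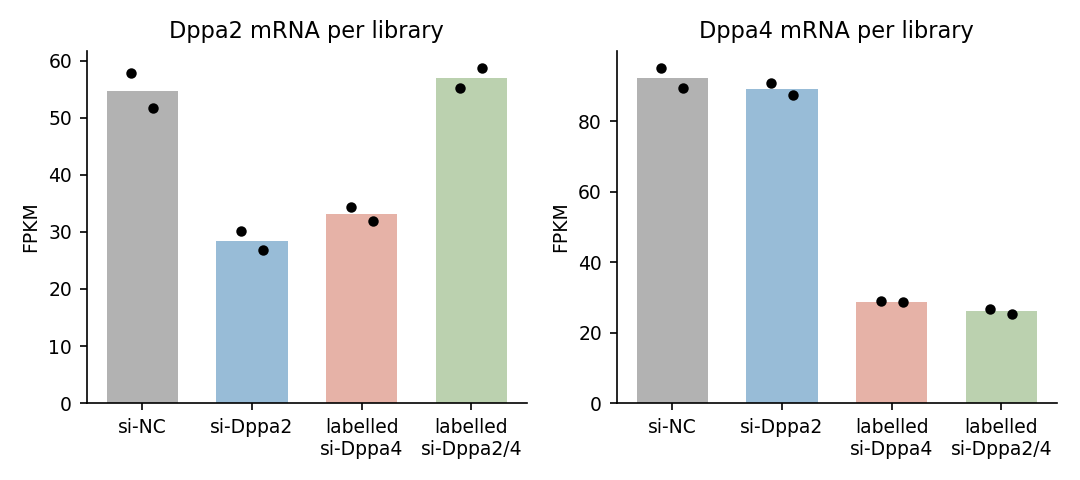
FPKM of Dppa2 and Dppa4 in the 8 libraries by their labels. Points are libraries and bars are group means, and Dppa2 lies at 55.2 and 58.8 FPKM in the libraries labelled si-Dppa2/4 and at 34.3 and 32.0 FPKM in those labelled si-Dppa4.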

We further performed RNA-seq for ESCs with Dppa2 and Dppa4 knocked down individually or in combination. 

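The Zscan4 genes, expressed at the 2C stage and used as markers of the 2C-like state, were lower in all 3 knockdowns. Zscan4c was 1.78 and 2.16 FPKM in si-NC and 0.0279 and 0.0430 FPKM in si-Dppa2 (adjusted p = 0.0464 from limma), and was listed at 0 in the libraries labelled si-Dppa4 (adjusted p = 0.0137) and si-Dppa2/4 (adjusted p = 0.0203). Over 10 alternatives of the processing, its call was lost in 4, 0 and 3 for these groups in turn. Leaving out a library is not among these. The log2 fold change of Zscan4c in si-Dppa2 then lay between -3.32 and -3.08, but many calls of single genes in si-Dppa2 did not hold. Zscan4f was 3.15 and 4.70 FPKM in si-NC, 0.437 and 0.0559 FPKM in si-Dppa2 (adjusted p = 0.0756), 0.0735 and 0 FPKM in the libraries labelled si-Dppa4 (adjusted p = 0.015) and 0.0395 and 0.0403 FPKM in those labelled si-Dppa2/4 (adjusted p = 0.0272). The 4 measured Zscan4 genes, which are also the measured members of the Dux and MERVL panels named in the paper's plots, had a median log2 fold change of -3.01 in si-Dppa2, -3.29 in the libraries labelled si-Dppa4 and -3.24 in those labelled si-Dppa2/4. Over all genes 1, 4 and 4 of them were lower, and 4 in each when adjusted over the list alone (camera adjusted p = 4.1e-08, 1.7e-06 and 3.2e-07, and adjusted p = 0.0247, 0.0263 and 0.0251 with an estimated correlation). The panels hold the names in the paper's plots of these samples, without a stated way of picking them, and are not taken as independent evidence. Of 17 measured 2C-stage genes, 1 was lower in si-Dppa2, 10 in the libraries labelled si-Dppa4 and 7 in those labelled si-Dppa2/4, and 0 were higher. Adjusted over the list alone, 11, 10 and 10 were lower. Among the others, Tmem92 was 1.47 and 1.59 FPKM in si-NC and 0 and 0.0492 FPKM in si-Dppa2, and Gm4340 was 2.63 and 1.73 FPKM against 0 and 0.0938 FPKM, and both were listed at 0 in the other two knockdowns. Duxf3, which is Dux, was 0.152 and 0.171 FPKM in si-NC, 0 and 0.0498 FPKM in si-Dppa2 and 0 in the other knockdown libraries, too low to be tested. The list's medians were -2.56, -2.81 and -2.66, which depend on the 0.2 FPKM added, since 3, 6 and 5 members had a group at 0 (camera adjusted p = 5.3e-10, 1.6e-07 and 2.3e-08, and adjusted p = 0.0247, 0.0263 and 0.0251 with an estimated correlation). Where only genes with a mean of at least 1 FPKM over the 8 libraries were kept, the list had adjusted p = 0.22, 0.338 and 0.231, each the highest over its alternatives (the lowest were 6.0e-23, 7.2e-19 and 1.2e-20), but that filter left out Zscan4c, Zscan4d, Zscan4e, Tmem92 and Gm4340 for the low values of their knockdown libraries, so it says nothing about stability. Copies of the Zscan4 and Eif1a-like genes share reads, so their single values are uncertain, and Dppa2 was near control in the libraries labelled si-Dppa2/4.

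**Figure D3:**
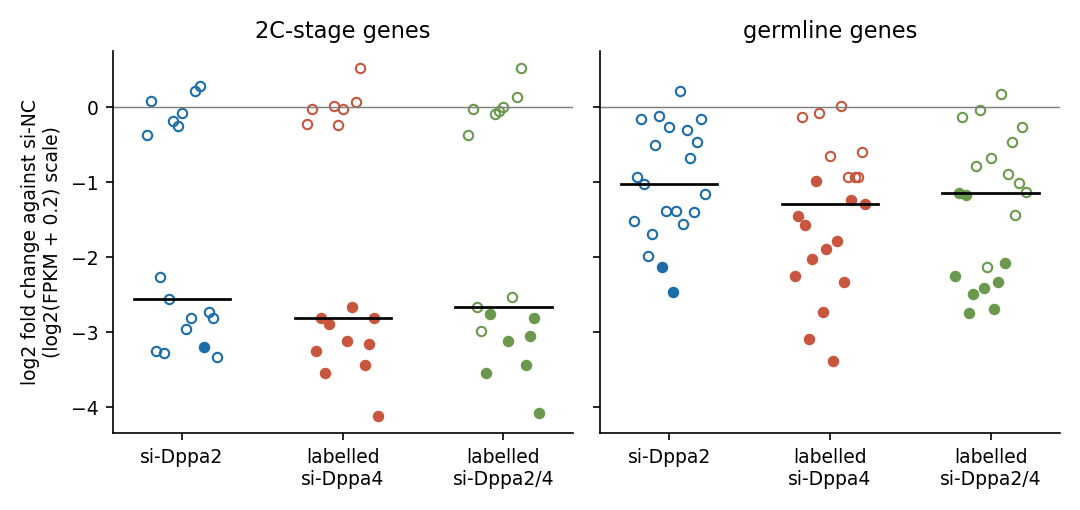
Log2 fold change against si-NC of the members of the 2C-stage and germline lists in the 3 knockdowns, by label. Each point is a gene, filled where its adjusted p is under 0.05, and black lines are medians, which lie at -2.56, -2.81 and -2.66 for the 2C-stage genes.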

The results confirmed that both Dppa2 and Dppa4 are essential for the expression of ZGA transcripts (Figs 4C–4F and S5A–S5D and S4 Table). 

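Losses of 2C-stage genes were counted in the libraries labelled si-Dppa2/4, in which Dppa4 but not Dppa2 mRNA was low. Of 38 genes of the fixed 2C-stage list with a si-NC mean of at least 0.25 FPKM, 29 had a mean in these libraries of at most 50% of si-NC. Usp17le, at 1.69 and 0.838 FPKM in si-NC, and Tcstv1, at 1.36 and 0.294 FPKM, were among them. The other 9 were Pramef8, Pramef12, Arg2, Zfp750, Ddit4l, Lmx1a, Nelfa, Ythdc2 and Eif1ad. The last 3 of these are expressed broadly outside the 2C stage. The list is not the paper's list of 2C-specific genes, which was not available, and the count is of group means without a test.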

We found 50 2C-specific genes down-regulated ≥50% in double knockdown versus control. Among them, 31 genes were similarly down-regulated (differences within 20% range) in siDppa2, siDppa4, or siDppa2+siDppa4. 

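Among the 29 genes of the fixed list, 28 had means in the 3 knockdowns within 20 percentage points of the si-NC level of each other. Zscan4d, for example, was 1.82 and 1.37 FPKM in si-NC, 0.162 and 0 FPKM in si-Dppa2, 0 FPKM in both libraries labelled si-Dppa4 and 0 and 0.0316 FPKM in those labelled si-Dppa2/4. Zscan4e was 1.32 and 1.10 FPKM in si-NC and was listed at 0 in all 6 knockdown libraries. With the 20% taken relative to the single knockdowns instead of to si-NC, 7 genes counted as similar. Where only genes with a si-NC mean of at least 1 FPKM were counted, 10 of 10 did. Most of these genes lie at a few fragments per library in any knockdown, which limits the difference that can be seen. In points of si-NC, a gene at 20% or less in all 3 knockdowns counts as similar by construction.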

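No 2C-stage gene of the fixed list was lower in the libraries labelled si-Dppa2/4 than in both si-Dppa2 and the libraries labelled si-Dppa4 by at least 20 percentage points of the si-NC level. A gene already below 20% of si-NC in either single knockdown cannot meet this rule, so the count says nothing about such genes. The count was 1 when replicate 1 of the libraries labelled si-Dppa2/4 was left out, and 19 when the 20% was taken relative to the single knockdowns. Zfp352 was 0.0531 and 0.119 FPKM in si-NC, 0.0282 and 0 FPKM in si-Dppa2 and 0 in both other knockdowns, below the level of a few fragments. In limma, 2 genes were higher and 2 lower in the libraries labelled si-Dppa2/4 than in si-Dppa2, with 1424 at an unadjusted p under 0.05. Dppa4 (log2 fold change -1.76) and Gm26083 were the lower genes and Dppa2 and Eif3s6-ps2 the higher ones. Against the libraries labelled si-Dppa4, 1 gene was higher, Gm4613 (log2 fold change 3.12, adjusted p = 0.0133), and 0 were lower, with 1028 at an unadjusted p under 0.05. Eif3s6-ps2, Gm26083 and Gm4613 were named after their values were seen, and leaving out either si-Dppa2 library ended the call of Gm4613. With another library left out, the last count ranged from 3 to 9, with 2 higher and 7 lower or 1 higher and 5 lower without replicate 1 or 2 of the libraries labelled si-Dppa4, and the count against si-Dppa2 was 2 without either library labelled si-Dppa4 and 8 without replicate 1 of those labelled si-Dppa2/4.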

Interestingly, six genes were further down-regulated ≥20% in double knockdown than any of the single knockdown. These results suggest that the function of Dppa2 and Dppa4 is largely cooperative in regulating the expression of 2C-specific genes, but another mode of action (e.g., redundant) likely exists. In addition, the overall profiles for knocking down Dppa2, Dppa4, or both were largely similar (S6A Fig). 

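Gene groups other than the 2C-stage genes were also compared between the knockdowns. Germline genes were less lowered in si-Dppa2 than in the libraries labelled si-Dppa4, by a median of 0.48 on the log2 scale (camera adjusted p = 1.2e-07, and adjusted p = 0.13 with an estimated correlation). Integrated stress response genes had a median difference of 0.18 in the same direction (camera adjusted p = 1.0e-05, and adjusted p = 0.13 with an estimated correlation). Depletion was not alike in these groups. Dppa2 was at 52.0% of control in si-Dppa2, while the libraries labelled si-Dppa4 had Dppa4 at 31.2% and also Dppa2 at 60.5%. Gene by gene, 4 genes were higher in si-Dppa2 than in the libraries labelled si-Dppa4 and 0 lower in limma, with 1764 at an unadjusted p under 0.05. They were Dppa4 (log2 fold change 1.62), Gm4613, Gm26083 and Gm10540, the last 3 named after their values were seen, and the counts were 11 higher and 0 lower without si-Dppa2 replicate 1, but 4 higher and 7 lower or 3 higher and 8 lower without replicate 1 or 2 of the libraries labelled si-Dppa4. From the similar loss of most 2C-specific genes and the further loss of some, the paper proposes that Dppa2 and Dppa4 act largely cooperatively on these genes and that another mode of action, such as redundancy, likely exists.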

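Germline and meiosis genes were lower in all 3 knockdowns. Of 21 measured, 2 were lower in si-Dppa2, 13 in the libraries labelled si-Dppa4 and 9 in those labelled si-Dppa2/4, and 0 were higher. Adjusted over the list alone, 14, 15 and 15 were lower (camera adjusted p = 5.4e-14, 6.6e-16 and 4.2e-15, and adjusted p = 0.0346, 0.0263 and 0.0251 with an estimated correlation). Rpl10l, a ribosomal protein gene used in male meiosis, was 21.3 and 20.0 FPKM in si-NC and 4.33 and 4.84 FPKM in si-Dppa2, 22.2% of control (adjusted p = 0.00167 from limma), and was at 14.3% (adjusted p = 0.000427) and 18.1% (adjusted p = 0.000666) in the libraries labelled si-Dppa4 and si-Dppa2/4. Syce1, of the synaptonemal complex, was at 32.4%, 17.6% and 21.8% of control (adjusted p = 0.0642, 0.00776 and 0.0203 from limma). Of 19 measured p53 target genes, 0 were higher in si-Dppa2, 8 in the libraries labelled si-Dppa4 and 4 in those labelled si-Dppa2/4, and 2, 15 and 11 when adjusted over the list alone (camera adjusted p = 4.0e-05, 1.3e-11 and 2.5e-10, and adjusted p = 0.0878, 0.0263 and 0.0251 with an estimated correlation). Mdm2, the ubiquitin ligase for p53, was 1.60-fold higher in the libraries labelled si-Dppa4 (adjusted p = 0.00531 from limma) and 1.42-fold higher in those labelled si-Dppa2/4 (adjusted p = 0.0233). Of 26 pluripotency factors, 6 were lower in the libraries labelled si-Dppa4, among them Nanog at 78.7% of control (adjusted p = 0.0169 from limma), and 1, Nr0b1, in those labelled si-Dppa2/4. Adjusted over the list alone, 9 and 6 were lower (camera adjusted p = 0.000585 and 0.0012, and adjusted p = 0.0467 and 0.0537 with an estimated correlation), and in si-Dppa2 the list had an adjusted p of 0.458.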

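The genes that passed in all 3 knockdowns were few but moved the same way in each. Lower in all 3 were 11 genes, among them Rpl10l, the germline regulator Sohlh2, the germline gene Tex19.1, the keratins Krt17 and Krt42, Tuba3a and Zscan4c, and higher in all 3 were Epha2, an ephrin receptor, and Tcf15, a transcription factor of early differentiation. Over all genes, limma called 6 higher and 13 lower in si-Dppa2, 179 and 321 in the libraries labelled si-Dppa4 and 41 and 100 in those labelled si-Dppa2/4. At least 2-fold by group means were 314 higher and 600 lower, 299 and 917, and 310 and 827 genes. The groups lay apart from si-NC for 41.2%, 54.1% and 49.1% of genes, where chance gives 33.3%. Between si-Dppa2 and the libraries labelled si-Dppa4, 13 genes were lower in both (0.271 in independent lists) and 2 higher in both (0.0697), and 1 gene was called in opposite directions. Between si-Dppa2 and the libraries labelled si-Dppa2/4 these counts were 11 (0.0844) and 3 (0.016), and between the libraries labelled si-Dppa4 and si-Dppa2/4 they were 92 (2.08) and 30 (0.476), and 0 genes were called in opposite directions in these other 2 pairs. Across genes, which are not independent replicates, the log2 fold changes of these pairs had Pearson correlations of 0.594, 0.62 and 0.667, where groups simulated without any effect against the same si-NC libraries gave means of 0.500, 0.499 and 0.499 and highest values of 0.601, 0.604 and 0.614 over 100 simulations, so the first lies within the simulated range. The covariances were 0.140, 0.142 and 0.171, above the simulated means by 0.0566, 0.0596 and 0.0879, where the highest simulated values were 0.110, 0.113 and 0.128. The 2 si-NC libraries are shared and cannot be split, so part of the overlap may come from them. Leaving out any 1 of the 8 libraries brought the 19 calls in si-Dppa2 to between 4 and 12 and the 141 in the libraries labelled si-Dppa2/4 to between 5 and 39. The balance of the calls turned in si-Dppa2 to 5 higher and 2 lower or 4 higher and 2 lower without its replicate 1 or 2, and in the libraries labelled si-Dppa2/4 to 7 higher and 5 lower without their replicate 1. The 500 in the libraries labelled si-Dppa4 went to 4 and 35 without si-NC replicate 1 or 2, to 33 and 32 without either of their own libraries, and to 242 and 245 without either library labelled si-Dppa2/4. With median-ratio scaling, 122 genes were higher and 390 lower in the libraries labelled si-Dppa4.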

Intriguingly, Dppa2 and Dppa4 knockdown also down-regulated genes induced by other conditions that promoted a 2C-like state, including miR-34a knockout, G9a knockout, and LINE1 or CAF-1 knockdown (S6B Fig). Together, these experiments support that Dppa2 and Dppa4 are essential for activating zygotic transcriptional program in mouse ESCs.

**Fig 4:**
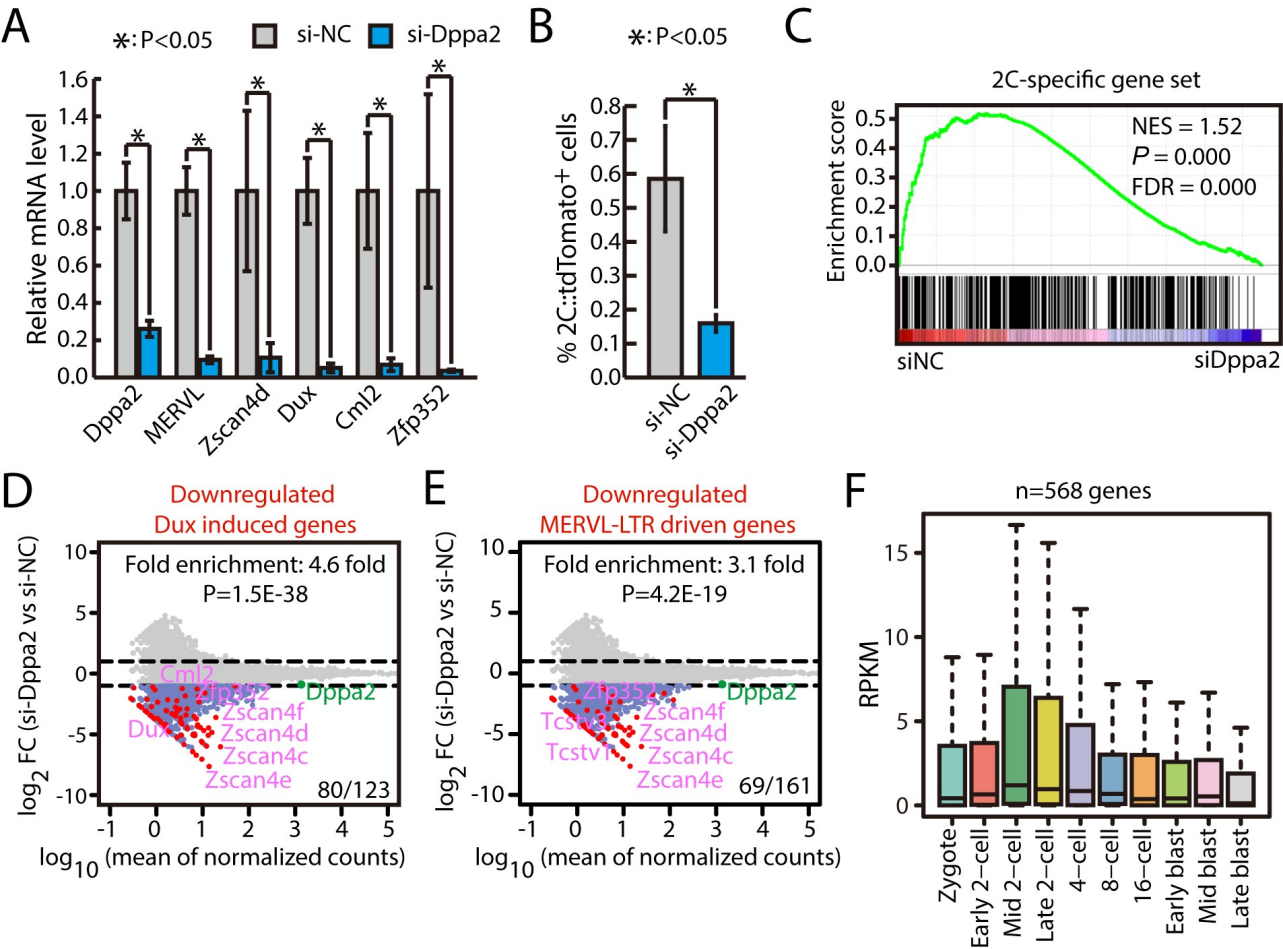
Dppa2 is essential for the activation of zygotic transcriptional program in mouse ESCs. (A) RT-qPCR of Dppa2, Dux, and other 2C-like ZGA genes in ESCs treated with siRNA against Dppa2. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of wild-type ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (B) Fraction of 2C::tdTomato-positive cells in ESCs treated with siRNA against Dppa2. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (C) GSEA for 2C-specific genes in ESCs transfected with control siRNAs or siRNAs against Dppa2. For x-axis, genes were ranked based on the ratio of siNC versus si-Dppa2 ESCs. (D) MA plots showing gene expression changes in Dppa2-knockdown ESCs. Red dots indicate Dux-induced genes. Out of 123 Dux-induced genes, 80 were down-regulated in Dppa2-knockdown ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (E) MA plots showing changes in genes in Dppa2-knockdown ESCs. Red spots were MERVL–LTR-driven genes. Out of 161 MERVL–LTR-driven genes, 69 were down-regulated in Dppa2-knockdown ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (F) Expression of genes down-regulated in Dppa2-knockdown ESCs in preimplantation mouse embryos. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range. Preimplantation RNA-seq data are from [32]. Source data for A and B can be found in the supplemental data file (S1 Data). 2C, 2-cell; Dppa2, developmental pluripotency associated 2; Dux, double homeobox; ESC, embryonic stem cell; FC, fold change; FDR, false discovery rate; GSEA, gene set enrichment analysis; LTR, long terminal repeat; MERVL, murine endogenous retrovirus-L; NES, normalized enrichment score; RNA-seq, RNA sequencing; RT-qPCR, quantitative reverse transcription PCR; siNC, siRNA against negative control; siRNA, small interfering RNA; tdTomato, tandem dimeric Tomato; Zfp352, zinc finger protein 352; ZGA, zygotic genome activation; Zscan4, zinc finger and SCAN domain containing 4.

### The sumoylation of DPPA2 by PIAS4 depends on K31 and K108 sites

Next, we verified that PIAS4 can catalyze the sumoylation of DPPA2 in mouse ESCs (Fig 5A). We overexpressed Flag–Dppa2 and hemagglutinin (HA)–Sumo2 in ESCs treated with siRNAs against negative control (siNCs) or Pias4. As expected, knocking down Pias4 decreased the fraction of sumoylated DPPA2 (Fig 5A). In addition, FLAG–DPPA2 and HA–SUMO2 were slightly but significantly increased in Pias4-knockdown ESCs (Fig 5B), suggesting that the decrease in the fraction of sumoylated DPPA2 is due to the decrease in sumoylation activity but not the expression of DPPA2 or HA–SUMO2 proteins in Pias4-knockdown ESCs. Furthermore, overexpressing PIAS4 increased the fraction of sumoylated DPPA2 in human embryonic kidney 293T (HEK293T) cells (Fig 5C). To identify which lysine residues are important for the sumoylation of DPPA2 by PIAS4, we decided to map the potential sumoylation sites on DPPA2 protein. Using the in silico prediction programs SUMOplot (Abgent) and GPS-SUMO (The Cuckoo Workgroup), eight lysine residues (K31, K67, K108, K137, K159, K160, K226, and K291) were predicted as possible candidate sites for SUMO-conjugation in DPPA2 (Fig 5D). Mutant proteins for all predicted lysine residues were then generated, and their effects on sumoylation of DPPA2 were examined in HEK293T cells. K31R and K108R mutations led to a substantial reduction in the intensity of the higher-molecular-mass sumoylated DPPA2 bands (Fig 5E). These results suggest that the sumoylation of DPPA2 by PIAS4 depends on K31 and K108 sites.

**Fig 5:**
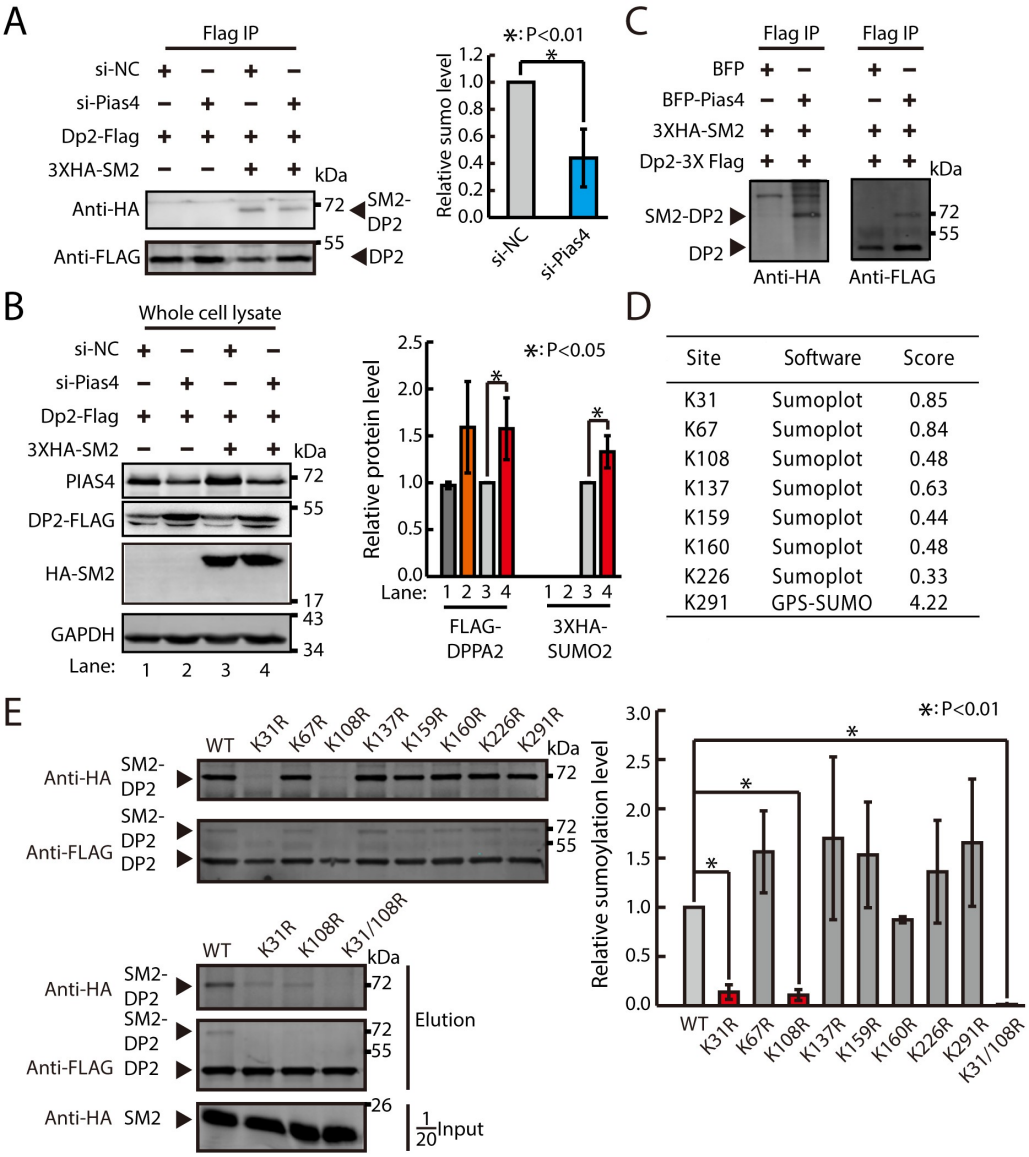
The sumoylation of DPPA2 by PIAS4 depends on K31 and K108 sites. (A) Western blotting analysis of Flag IP samples in ESCs overexpressing Dppa2–3XFlag and 3XHA–Sumo2 and treated with control or Pias4 siRNAs. Quantification of relative sumoylation level is shown below. Data were normalized to siNC-treated ESCs overexpressing Dppa2–3XFlag and 3XHA–Sumo2. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (B) Western blotting analysis of FLAG–DPPA2 and 3XHA–SUMO2 in ESCs transfected with siNCs or Pias4. Left, representative images of gel blots; right, quantification of FLAG–DPPA2 and 3XHA–SUMO2. Data were normalized to GAPDH and then to Flag–Dppa2/3XHA–Sumo2 overexpressing ESCs treated with siNC. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (C) Western blotting analysis of Flag IP samples in HEK293T cells transfected with Dppa2–3XFlag and 3XHA–Sumo2 with or without overexpression of Pias4. (D) Table of the predicted SUMOylation sites using in silico prediction programs SUMOplot and GPS-SUMO in DPPA2. Scores ware based on two criteria: direct amino acid match to SUMO consensus motif (ψKXE) or substitution of the consensus amino acid residues with amino acid residues exhibiting similar hydrophobicity. (E) Western blotting analysis of Flag IP samples in HEK293T cells transfected with flag-tagged lysine mutant, 3XHA-Sumo2, and Pias4. Quantification for relative sumoylation level is shown below. Data were normalized to HEK293T cells transfected with flag-tagged WT Dppa2, 3XHA-Sumo2, and Pias4. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by one-way ANOVA followed by two-tailed Dunnett's test. Source data for A, B, and E can be found in the supplemental data file (S1 Data). BFP, blue fluorescent protein; Dppa2, developmental pluripotency associated 2; ESC, embryonic stem cell; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; HA, hemagglutinin; HEK293T, human embryonic kidney 293T; IP, immunoprecipitation; PIAS4, protein inhibitor of activated STAT 4; siNC, siRNA against negative control; siRNA, small interfering RNA; SUMO, small ubiquitin-like modifier; WT, wild type.

### Sumo2–Dppa2 inhibits the expression of 2C-specific genes and impairs early embryo development

To figure out the impact of sumoylation by Pias4 on the protein level of DPPA2, we performed western analysis of DPPA2 protein in control siRNA or ESCs treated with Pias4 siRNA. The results showed that the DPPA2 protein was only slightly increased upon Pias4 knockdown (Fig 6A), indicating that Pias4 may regulate zygotic transcriptional program through regulating the sumoylation but not the protein level of DPPA2. In order to test the consequence of sumoylation of DPPA2 by PIAS4, a DPPA2 fused with SUMO2ΔGG at the N terminal was ectopically expressed in ESCs to mimic the sumoylated DPPA2 [37,38]. To avoid artifacts due to high expression level, SUMO2ΔGG–DPPA2 was expressed at a significantly lower level than endogenous DPPA2 protein (S7A and S7B Fig). Interestingly, we found that expressing SUMO2ΔGG–DPPA2 at this level can significantly decrease the expression of 2C-specific genes as well as the fraction of 2C-like cells (Fig 6B and 6C). Moreover, SUMO2ΔGG-DPPA2 almost completely abolished the increase of the fraction of 2C-like cells and the up-regulation of Dux and other 2C-specific genes in Pias4-knockdown ESCs (Figs 6D and S7C), supporting the statement that sumoylated DPPA2 functions as an inhibitor of zygotic transcriptional program downstream of Pias4. Finally, overexpressing SUMO2ΔGG–DPPA2 at a much lower level still caused similar repression of Dux and other 2C-specific genes and similar decrease in the fraction of 2C-like cells (S7D–S7F Fig). Since sumoylated DPPA2 has an inhibitory role for the zygotic transcriptional program, we reasoned that sumoylated DPPA2 must decrease in 2C::tdTomato-positive cells. To test this, we performed a proximity ligation assay (PLA) [39] using antibodies against SUMO2 and DPPA2. Indeed, the PLA assay results showed that the signal of colocalization of SUMO2 and DPPA2 is lower in 2C::tdTomato-positive cells (S7G Fig). Meanwhile, the protein level of DPPA2 is significantly increased in 2C::tdTomato-positive cells with no apparent alteration of localization (S7H and S7I Fig). Finally, we tested the inhibitory role of sumoylated DPPA2 for zygotic transcriptional program in mouse embryos. Compared to GFP and GFP–T2A–DPPA2, the expression of GFP–T2A–SUMO2ΔGG–DPPA2 in zygote significantly impaired the early embryo development (Fig 6E and 6F), accompanied with insufficient up-regulation of 2C-specific genes at the early phase of the 2C stage (Fig 6G). Therefore, sumoylated DPPA2 likely plays a dominant negative function to DPPA2. Taken together, these data showed that PIAS4 inhibits zygotic transcriptional program at least partially through sumoylation of DPPA2.

**Fig 6:**
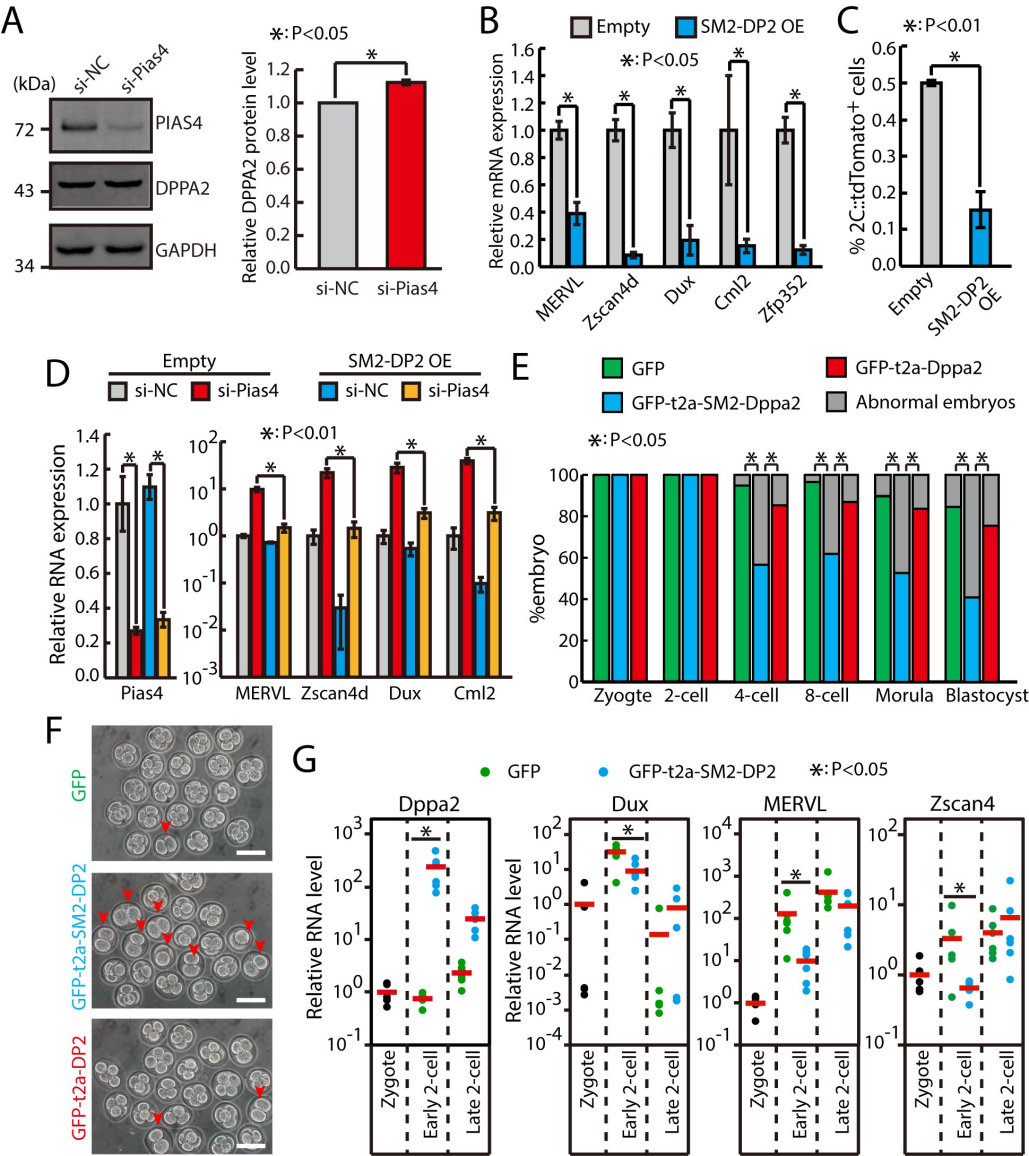
Sumo2–Dppa2 (“SM2-DP2”) inhibits zygotic transcriptional program and impairs early embryo development. (A) Western blotting analysis of DPPA2 in ESCs treated with control and Pias4 siRNAs. Shown are mean ± SD, *n* = 3. (B) RT-qPCR of Dux and other 2C-specific genes in control and Sumo2ΔGG–Dppa2 overexpressing ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of control OE ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (C) Fraction of 2C::tdTomato-positive cells in control and Sumo2ΔGG–Dppa2-overexpressing ESCs. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (D) RT-qPCR analysis of Dux and ZGA transcripts in control and Sumo2ΔGG–Dppa2-overexpressing ESCs treated with control and Pias4 siRNAs. Data are normalized to β-actin and wild-type siNC. Shown are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-way ANOVA followed by two-tailed Dunnett's test. (E) Development of zygote injected with GFP, GFP–t2a–Dppa2, and GFP–t2a–Sumo2ΔGG–Dppa2 mRNAs. Shown is the percentage of normally developed embryos. *n* = 58, 76, and 61 embryos for GFP, GFP–t2a–SM2–Dppa2, and GFP–t2a–Dppa2 from four experiments, respectively. The *p*-value was calculated by Pearson's chi-squared test. (F) Development of zygotes that were injected with in vitro transcribed GFP, GFP–t2a–Dppa2, and GFP–t2a–Sumo2ΔGG–Dppa2 mRNAs. Shown are representative images for development time equivalent to the 4-cell stage. Arrows point to abnormal embryos remained at the 2C stage. Scale bars, 100 μm. (G) Single-embryo RT-qPCR of Dppa2, Dux, MERVL, and Zscan4 in embryos injected with Sumo2ΔGG–Dppa2 mRNA. Data were normalized to zygote stage. Each dot represents one embryo. Red bars indicate mean value. *n* = 5 for zygote and *n* = 6 for early and late 2C-stage embryos. The *p*-value was calculated by one-tailed Student’s *t* test. Source data for A-E and G can be found in the supplemental data file (S1 Data). 2C, 2-cell; Dppa2, developmental pluripotency associated 2; Dux, double homeobox; ESC, embryonic stem cell; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; GFP, green fluorescent protein; MERVL, murine endogenous retrovirus-L; OE, overexpression; Pias4, protein inhibitor of activated STAT 4; RT-qPCR, quantitative reverse transcription PCR; siNC, siRNA against negative control; siRNA, small interfering RNA; Sumo2, small ubiquitin-like modifier 2; tdTomato, tandem dimeric Tomato; Zfp352, zinc finger protein 352; ZGA, zygotic genome activation; Zscan4d, zinc finger and SCAN domain containing 4D.

### OE of Dppa2 activates zygotic transcriptional program

We then tested whether OE of Dppa2 is sufficient to activate zygotic transcriptional program. The flow cytometry analysis showed that around 4-fold OE of Dppa2 (Fig 7A) significantly increased the fraction of 2C::tdTomato-positive cells (Fig 7B). In addition, Dppa2 OE further increased the fraction of 2C-like cells in Sumo2- or Pias4-knockdown ESCs (S8A Fig). Importantly, qPCR results showed that Dppa2 significantly activated the expression of Dux (around 7-fold) and other 2C-specific genes (Fig 7C). To find out the global impact of Dppa2 OE on zygotic transcriptional program, we performed RNA-seq in Dppa2-overexpressing ESCs. 

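RNA was sequenced from ESCs that overexpress Dppa2 (Dppa2 OE) and from ESCs with an empty vector (Empty), with 2 libraries in each group. Dppa2 mRNA was 205 and 189 FPKM with Dppa2 OE and 68.0 and 63.4 FPKM in Empty, 2.99-fold higher (log2 fold change 1.58, standard error 0.07, adjusted p = 0.00894 from limma). Dppa4 mRNA, which was not overexpressed, was 88.6 and 80.3 FPKM against 102 and 89.4 FPKM. Genes were tested on log2(FPKM + 0.2), and 15427 had a mean of at least 0.25 FPKM. Estimated depths were 8.31 M and 8.56 M fragments with Dppa2 OE and 8.04 M and 8.41 M in Empty, so 1 fragment on a 2-kb transcript is worth 0.0584 to 0.0622 FPKM. Mitochondrially encoded mRNAs took 4.36% and 4.23% of all FPKM with Dppa2 OE and 3.65% and 3.42% in Empty. The values were deposited as FPKM from Cufflinks, without counts, and reads of the transgene and of endogenous Dppa2 are not told apart in them.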

The results showed that Dppa2 OE globally up-regulated the expression of 2C-specific ZGA transcripts as well as Dux-induced genes and MERVL–LTR-driven genes (Fig 7D–7F and S5 and S6 Table). In addition, Dppa2 OE also up-regulated genes induced by CAF-1 knockdown, LINE1 knockdown, G9a knockout, and mir-34a knockout (S8B Fig). Moreover, genes induced by Dppa2 OE were also up-regulated in mouse embryos during the transitioning of zygote [32] into the 2C stage, when ZGA takes place (Fig 7G). 

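2C-stage genes were higher with Dppa2 OE than in Empty ESCs. Of 52 measured genes of the fixed 2C-stage list, 49 had a log2 fold change above 0, 18 were higher over all genes and 0 were lower, and 42 were higher when adjusted over the list alone. Zscan4f was 67.2 and 51.7 FPKM against 5.87 and 5.48 FPKM, 10.5-fold higher (log2 fold change 3.33, standard error 0.15, adjusted p = 0.00894 from limma), and Zscan4e was 29.5 and 29.5 FPKM against 2.25 and 2.25 FPKM (13.1-fold, adjusted p = 0.00604). Sp110, a nuclear body gene induced in 2C-like cells, was 6.11 and 4.22 FPKM against 0.114 and 0.0977 FPKM (48.8-fold, adjusted p = 0.0325 from limma), and Gm21761 was 18.3 and 12.3 FPKM against 0.486 and 0.467 FPKM (32.0-fold, adjusted p = 0.0129). The median of the 2C-stage list was 2.77 on the log2 scale (camera adjusted p = 9.9e-40, and adjusted p = 0.244 with an estimated correlation). The version with an estimated correlation rests on 2 residual degrees of freedom. None of the 12 lists that passed here with the preset correlation passed it, so it cannot decide between them. The preset correlation of 0.01 takes members as nearly independent, which copies that share reads are not, so p-values from it may be far too small. All 5 measured Zscan4 genes were higher, with a median of 3.51 (camera adjusted p = 6.6e-13, and adjusted p = 0.250 with an estimated correlation). So were 4 of 10 Eif1a-like genes (median 2.91), 3 of 10 PRAME family genes (median 2.49) and 1 of 7 Tdpoz and Usp17l genes (median 2.70), or 10, 7 and 5 when adjusted over the list alone (camera adjusted p = 6.3e-16, 4.5e-08 and 4.2e-08, and adjusted p = 0.288, 0.244 and 0.318 with an estimated correlation). Of the genes named in the paper's MA plots, 4 of 7 in the Dux panel and 4 of 8 in the MERVL panel were higher over all genes, and 7 and 7 when adjusted over the list alone (medians 3.35 and 3.37, camera adjusted p = 1.8e-12 and 7.7e-14, and adjusted p = 0.244 for both with an estimated correlation). These names come from the paper's plots of these samples, without a stated way of picking them, and are not taken as independent evidence. Dux, as Duxf3, was 1.28 and 0.823 FPKM against 0.188 and 0 FPKM (11.2-fold, adjusted p = 0.194 from limma), and Zfp352 was 22.8-fold higher (adjusted p = 0.0956). For repeats, the paper's S6 Table gives 127 FPKM in Empty and 1321 FPKM with Dppa2 OE for MERVL-int, and 114 and 701 FPKM for MT2_Mm. Near-identical copies in these families share reads, so single values are uncertain, and with any 1 of the 4 libraries left out limma called 0 genes.

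**Figure D4:**
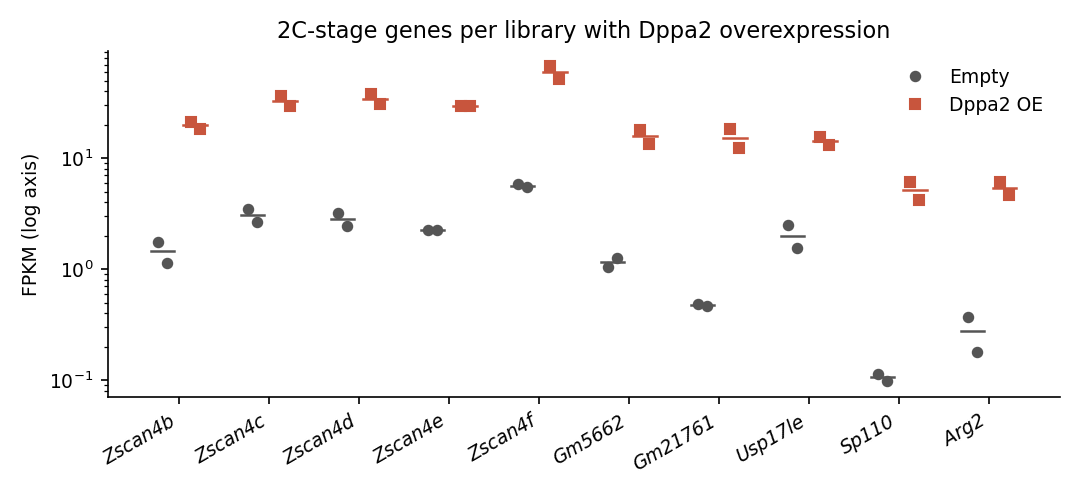
FPKM, on a log axis, of 10 2C-stage genes in the 2 Empty and 2 Dppa2 OE libraries. Points are libraries and horizontal lines are group means, and the Zscan4f libraries lie at 5.87 and 5.48 FPKM in Empty and at 67.2 and 51.7 FPKM with Dppa2 OE.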

Interestingly, PCA analysis showed that Dppa2-OE or Pias4-knockdown ESCs clustered closely with other 2C-like cells including P150-, P60-, or LINE1-knockdown ESCs (S8C Fig). To gather more evidence that Dppa2 OE and *Pias4−*/*−* ESCs have properties of 2C-like cells, we performed chimera formation by aggregating ESCs with 8-cell embryos. The results showed that Dppa2 OE and *Pias4−*/*−* ESCs produced chimeric blastocysts with incorporation into both inner cell mass (ICM) and trophectoderm (TE) at a significantly higher frequency than wild-type ESCs (Fig 7H). Together, these results indicate that overexpressing Dppa2 is sufficient to activate the expression of ZGA transcripts.

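Of the genes that passed the test with Dppa2 OE most were higher, and 18 belong to the fixed list of 2C-stage genes. Limma called 37 genes higher and 8 lower, and the 18 of that list, among them Arg2 (19.4-fold, adjusted p = 0.0431), were all higher. At an unadjusted p under 0.05 the balance was the other way, with 1095 genes higher and 1315 lower of 2410, where chance gives 771. Among those higher outside that list were Dppa2 itself, the imprinted gene Peg10 (2.28-fold, adjusted p = 0.0238) and Fbxo15 (1.91-fold, adjusted p = 0.0247). The genes that were lower included Ldha (0.571 times the Empty level, adjusted p = 0.0298), Pgk1 (0.599 times, adjusted p = 0.049) and Eno1 (0.687 times, adjusted p = 0.0457), and Gpx2 (0.245 times, adjusted p = 0.0417). Over 10 alternatives, Ldha lost its call in 4, Pgk1 in 7, Eno1 in 6 and Gpx2 in 4, and of the higher genes Arg2 lost its call in 6. Of 26 pluripotency factors 1 was higher, Fbxo15, and the list had a median log2 fold change of -0.07 (camera adjusted p = 0.244). By group means, 955 genes were at least 2-fold higher and 584 at least 2-fold lower, and the groups lay apart for 48.5% of genes, where chance gives 33.3%. From the increase of ZGA transcripts with Dppa2 OE, together with its flow cytometry, RT-qPCR and chimera assay, the paper concludes that overexpression of Dppa2 is sufficient to activate their expression. Without any 1 library, or without the filter on low values, the count of called genes went from 45 to 0, and with quantile normalization the split was 26 higher and 0 lower, and with a replicate block 11 higher and 0 lower.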

**Fig 7:**
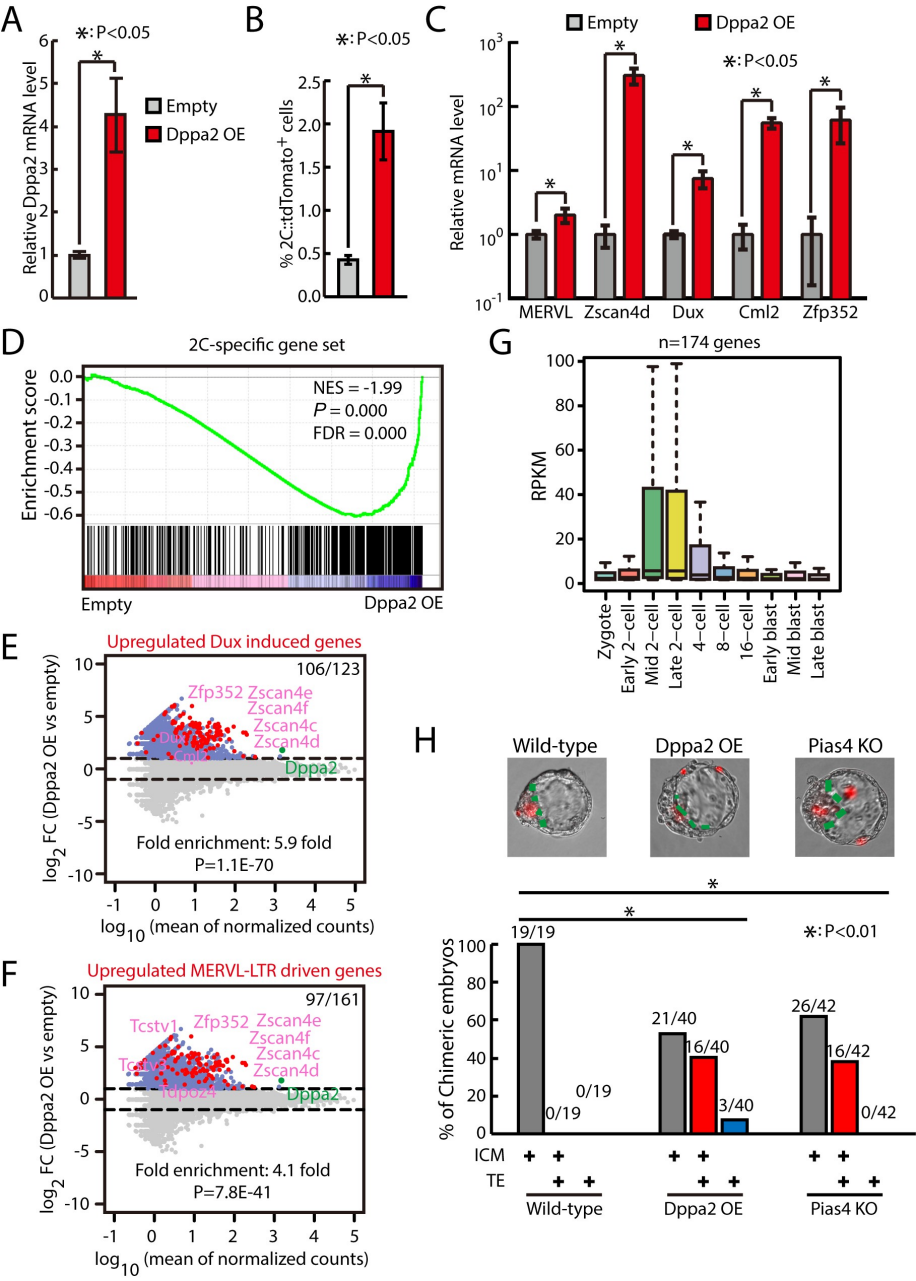
Dppa2 OE activates zygotic transcriptional program. (A) RT-qPCR of Dppa2 in control and Dppa2-overexpressing ESCs. The β-actin gene was used as a control. Data were normalized to the mRNA level of control ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (B) Fraction of 2C::tdTomato-positive cells in control and Dppa2-overexpressing ESCs. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (C) RT-qPCR of Dux and other 2C-specific genes in control and Dppa2-overexpressing ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of control ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (D) GSEA for 2C-specific genes in control and Dppa2-overexpressing ESCs. For x-axis, genes were ranked based on the ratio of control versus Dppa2-overexpressing ESCs. (E) MA plots showing gene expression changes in Dppa2-overexpressing ESCs. Red dots indicate Dux-induced genes. Out of 123 Dux-induced genes, 106 were up-regulated in Dppa2-overexpressing ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (F) MA plots showing gene expression changes in Dppa2-overexpressing ESCs. Red dots indicate MERVL–LTR-driven genes. Out of 161 MERVL–LTR-driven genes, 97 were up-regulated in Dppa2-overexpressing ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (G) Expression of up-regulated genes in Dppa2-overexpressing ESCs in preimplantation mouse embryos. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range. Preimplantation RNA-seq data are from [32]. (H) Wild-type, Dppa2-overexpressing, and *Pias4−/−* ESCs expressing mRuby2 fluorescence protein were cocultured with 8-cell embryo, and their contribution to ICM and TE were determined by the localization of mRuby2-positive mouse ESCs. Top, representative images. Bottom, the percentage of chimeric blastocyst embryos with ESC contribution to ICM, TE, and ICM+TE. Number of embryos is indicated. The *p*-value was determined by Fisher's exact test. Source data for A-C and H can be found in the supplemental data file (S1 Data). 2C, 2-cell; Dppa2, developmental pluripotency associated 2; Dux, double homeobox; ESC, embryonic stem cell; FC, fold change; FDR, false discovery rate; GSEA, gene set enrichment analysis; ICM, inner cell mass; KO, knockout; LTR, long terminal repeat; MERVL, murine endogenous retrovirus-L; NES, normalized enrichment score; OE, overexpression; Pias4, protein inhibitor of activated STAT 4; RNA-seq, RNA sequencing; RPKM, reads per kilobase per million mapped reads; RT-qPCR, quantitative reverse transcription PCR; siRNA, small interfering RNA; tdTomato, tandem dimeric Tomato; TE, trophectoderm; Zfp352, zinc finger protein 352; ZGA, zygotic genome activation; Zscand4, zinc finger and SCAN domain containing 4.

Next, we tested whether Dppa4 OE can activate the zygotic transcriptional program. Interestingly, qPCR results showed that Dppa4 alone cannot activate the expression of Dux and other 2C-specific genes. In addition, OE of Dppa4 slightly increased the expression of Dux and other 2C-specific genes in Dppa2-overexpressing ESCs (S8D Fig). However, the fraction of 2C-like cells was significantly increased in Dppa2/4-overexpressing versus Dppa2-overexpressing ESCs (S8E Fig). Together, these results support that OE of Dppa2 activates the zygotic transcriptional program and Dppa4 can enhance the function of Dppa2.

### Dppa2 activates zygotic transcriptional program through directly activating Dux

To figure out how Dppa2 activates zygotic transcriptional program, we decided to identify the downstream targets of Dppa2. We searched through a previously published chromatin immunoprecipitation sequencing (ChIP-seq) data of Dppa2 in mouse ESCs [40] and found no enrichment of Dppa2 binding on 2C genes globally. Interestingly, though, we found that the gene body of Dux was bound by Dppa2 (Fig 8A), raising the possibility that Dppa2 regulates zygotic transcriptional program through directly activating Dux. We then confirmed the binding of Dppa2 to Dux gene body by ChIP-qPCR (Fig 8B). Consistently, Dppa2 OE significantly increased the expression of Dux (Fig 8C). Moreover, knocking down Dux significantly inhibited the effects of Dppa2 OE in activating 2C-specific genes (Fig 8C) and increasing the fraction of 2C-like cells (Fig 8D). Taken together, these results suggest that Dppa2 activates zygotic transcriptional program through directly up-regulating Dux.

**Fig 8:**
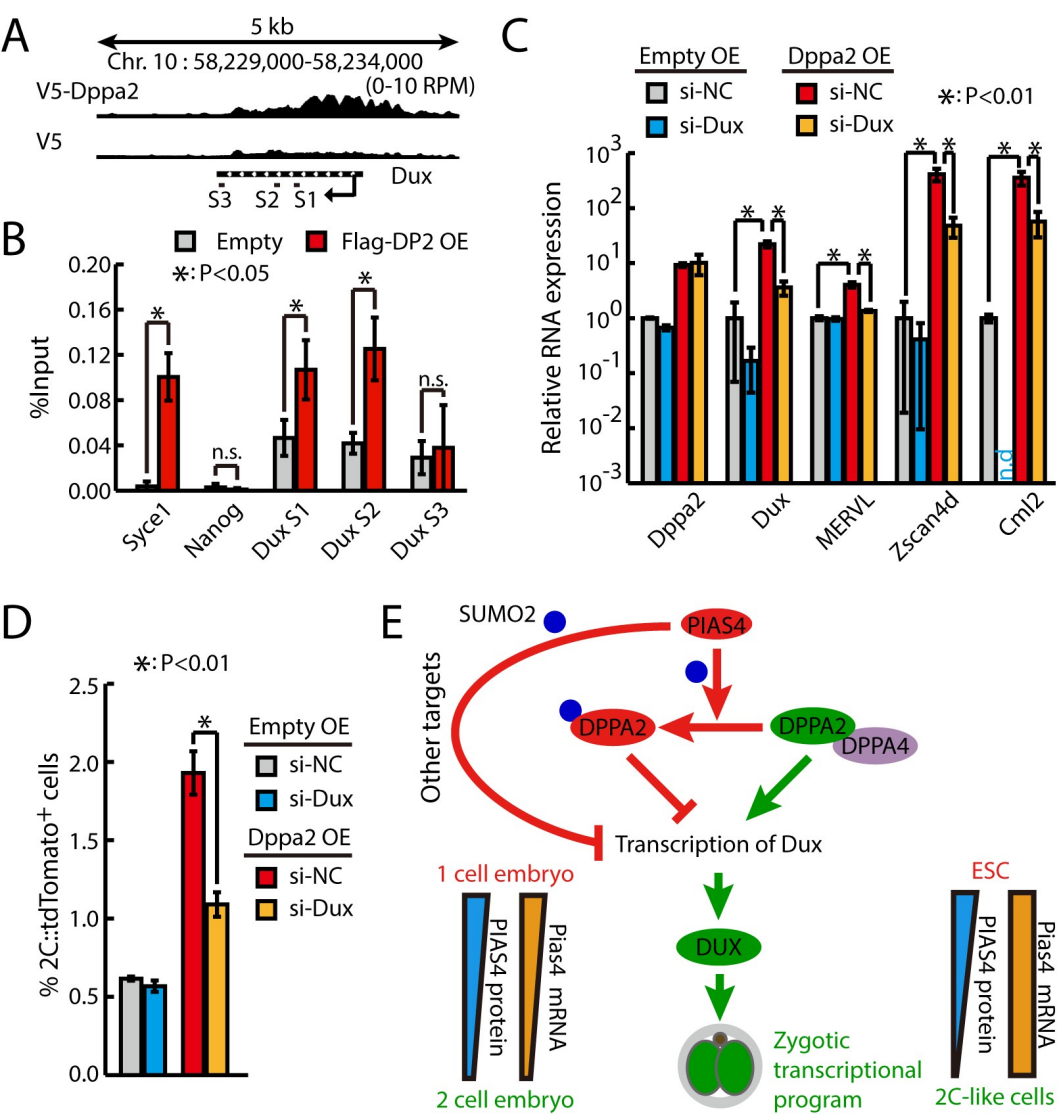
Dppa2 (“DP2”) activates 2C-like program through directly activating Dux. (A) Screenshot of V5–Dppa2 ChIP-seq tracks at Dux locus. Primer sets for ChIP-qPCR are indicated. (B) Flag ChIP-qPCR of control and Dppa2–3xFlag-overexpressing ESCs at *Dux* locus. Data were normalized to input. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. *Syce1* and *Nanog* serving as positive and negative controls, respectively. (C) RT-qPCR of Dux and other 2C-specific genes in control and Dppa2-overexpressing ESCs treated with siRNAs against Dux. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of control ESCs treated with siNCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-way ANOVA followed by two-tailed Dunnett's test. (D) Fraction of 2C::tdTomato-positive cells in control and Dppa2-overexpressing ESCs treated with siRNAs against Dux. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-way ANOVA followed by two-tailed Dunnett's test. (E) Summary graph showing the opposing function of Dppa2/4 and Pias4 in the regulation of zygotic transcriptional program. Source data for B-D can be found in the supplemental data file (S1 Data). 2C, 2-cell; ChIP-seq, chromatin immunoprecipitation sequencing; Dppa2/4, developmental pluripotency associated 2 and 4; Dux, double homeobox; ESC, embryonic stem cell; MERVL, murine endogenous retrovirus-L; OE, overexpression; Pias4, protein inhibitor of activated STAT 4; qPCR, quantitative PCR; RT-qPCR, quantitative reverse transcription PCR; siNC, siRNA against negative control; siRNA, small interfering RNA; SUMO2, small ubiquitin-like modifier; *Syce1*, synaptonemal complex central element protein 1; tdTomato, tandem dimeric Tomato; Zscan4d, zinc finger and SCAN domain containing 4D.

## Discussion

The transcription factor DUX resides at the top of a transcriptional hierarchy to activate zygotic transcriptional program during the 2C stage [10–12]. However, DUX itself is only beginning to be expressed at the early phase of ZGA; therefore, other transcriptional factors activating the transcription of Dux must exist. Here, we confirmed recent findings [15,16] that two related transcription factors Dppa2 and Dppa4 activate zygotic transcription program through directly activating Dux (Fig 8E). Both Dppa2 and Dppa4 are required for the activation of ZGA transcripts in 2C-like cells. Whereas Dppa2 OE sufficiently activates zygotic transcriptional program, Dppa4 OE is not sufficient and only enhances the function of Dppa2. In addition, we identified a Sumo2 E3 ligase Pias4, which inhibits the zygotic transcriptional program, likely through sumoylating multiple inhibitors and activators in regulating zygotic transcription. We further showed that the function of Pias4 is at least partially through sumoylating DPPA2, which turns DPPA2 from an activator to a potent inhibitor of zygotic transcriptional program. Consistent with its essential function as a brake for zygotic transcriptional program, the PIAS4 protein level was down-regulated at the early phase of ZGA and in 2C-like ESCs. However, the exact mechanism in regulating Pias4 expression is different between ZGA and 2C-like ESCs. Future investigation is needed to clarify this discrepancy. Furthermore, Pias4 OE or sumoylated DPPA2 inhibited the emergence of 2C-like cells and impaired early embryo development in mouse. Together, our study identifies key molecular rivals upstream of Dux in regulating the transition of ESCs into 2C-like cells and zygotic transcriptional program.

Sumo modification is involved in numerous cellular progresses, such as DNA damage response [25,26], signal transduction [41], and nuclear-cytosolic transport [42–44]. Increasing evidence shows that sumoylation functions in transcription regulation through modifying chromatin regulators [22–24] and transcription factors [20, 21]. In particular, SUMO was reported to repress the expression of ERVs such as MERVL through modification of Trim28, which is essential for the assembly of inhibitory ZFP809/TRIM28/SET domain, bifurcated 1 (SETDB1) machinery [17,24]. A recent study found that sumoylation acts as "glue" to recruit many chromatin regulators and transcription factors to safeguard cell state [45]. During the initial phase of induced pluripotent stem cell (iPSC) reprogramming, sumoylation acts on chromatin to prevent the inactivation of somatic enhancers by retaining somatic transcription factors. While in ESCs and iPSCs, sumoylation preserves the identity of stem cells by stabilizing repressors on heterochromatin dependent on trimethylation of histone H3 lysine 9 (H3K9me3), including Dux locus, to inhibit zygotic transcriptional program. The specific function of sumoylation in different conditions is enforced by specific Sumo E3 ligase [31]. However, which E3 ligase is responsible for regulating ESC identity was unknown. In our study, we identified Pias4 as the specific E3 ligase repressing the transition of ESCs into 2C-like cells. We noticed that Pias4 deletion leads to decreased viability perinatally [46,47], consistent with its important function during embryogenesis. However, the survived *Pias4−/−* animals are largely normal and fertile. Therefore, alternative pathways may exist to repress zygotic transcriptional program. After fertilization, the maternal Pias4 mRNA is decreased at the early phase of the 2C stage. In contrast, during 2C-like state transition in ESCs, Pias4 mRNA level remains unchanged, but protein is dramatically down-regulated. The exact mechanisms underlying the regulation of Pias4 expression in these two different circumstances warrant future investigation.

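Dppa4 (ENSMUSG00000058550) lies on chromosome 16 of mm10 from 48283735 to 48294292 and Dppa2 (ENSMUSG00000072419) from 48310477 to 48319723, both on the + strand. The end of Dppa4 and the start of Dppa2 are 16184 bp apart, and the annotation places no other gene between them. Both mRNAs were measured in the same 8 libraries of control and knockdown ESCs, where Dppa4 ranged from 25.4 to 95.2 FPKM and Dppa2 from 26.9 to 58.8 FPKM. In si-Dppa2 ESCs, with Dppa2 lowered, Dppa4 was at 96.5% of control.

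**Figure D5:**
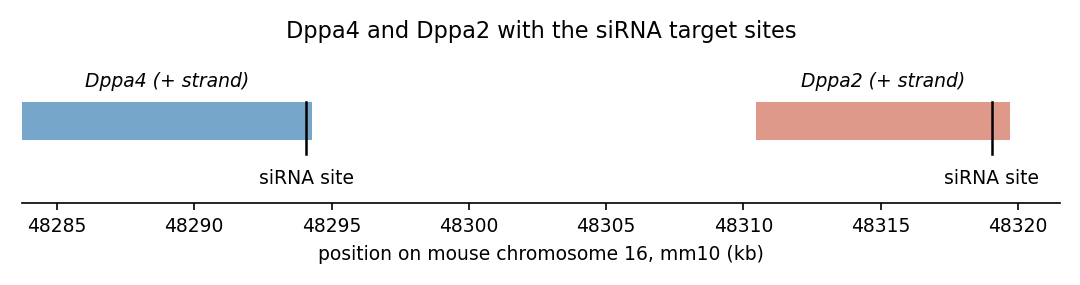
Map of the Dppa4 and Dppa2 genes on chromosome 16 of mm10, with position in kb on the x axis. Boxes are genes from start to end and vertical lines are the sites of the siRNA sequences of S8 Table, which lie near the 3' end of each gene.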

Dppa2 and Dppa4 are closely linked genes tandemly locating on the same chromosome in both mouse and humans [35]. They both contain a SAP domain that is known as DNA binding domain [48]. In addition, Dppa4 was reported to directly bind to chromatin, particularly transcriptionally active regions [49]. More recently, Dppa2 and Dppa4 were reported to be up-regulated during chemically induced reprogramming processes when 2C-like program is activated [50]. In another study, Dppa2 and Dppa4 were found as accelerators during reprogramming to pluripotency [51]. Mechanistically, they work as a heterodimer bound to chromatin to initiate global chromatin decompaction, which also happens to be an important event during 2C-like cell transition in ESCs and ZGA at the 2C stage [6,11,52]. These studies suggest that besides activating Dux expression, Dppa2 and Dppa4 may also facilitate chromatin remodeling to promote zygotic transcriptional program. Dppa2 and Dppa4 are expressed throughout the preimplantation development and in ESCs [35, 53], but Dux is only activated at the 2C stage and in a minor population of ESCs. This controversy strongly suggests that additional factors must exist to restrain the activating function of Dppa2/4. Our study suggests that sumoylation might be one of these restraining factors, which is released in 2C stage and 2C-like cells because of the down-regulation of E3 ligase Pias4. In addition, other coactivators may be required for Dppa2/4, and the expression or activity of these factors is restrictive in the 2C stage and 2C-like cells. Furthermore, the accessible chromatin state of *Dux* gene may be a prerequisite for Dppa2/4 to function. It is worth noting that Dppa2 and Dppa4 single or double knockout did not affect early embryogenesis [54,55], possibly because of maternally deposited products. Dppa2- and Dppa4-knockout mice died early after birth, preventing further evaluation of fertility of these mice. Therefore, maternal knockout of Dppa2 and Dppa4 is required to provide definite evidence on their function in ZGA. However, injection of a Dppa2 lacking SAP domain [36] or a sumoylated Dppa2 (this study) impaired preimplantation development. The dominant negative effect of mutant Dppa2 suggests that even though the redundant factors exist, they must share a similar working mechanism with Dppa2. Elucidating these mechanisms or identifying additional factors will contribute to the complete understanding of molecular mechanisms underlying ZGA control and may potentially lead to efficient means to produce a large quantity of 2C-like cells for research and therapeutic applications.

## Materials and methods

### Ethics statement

Mice were bred and maintained under specific pathogen–free (SPF) conditions in the institutional animal facilities at Peking University and Tsinghua University. All animal protocols were approved by Institutional Animal Care and Use Committees (IACUC) of Peking University (IMM-WangYM-1) and Tsinghua University (16-NJ-1), both of which are accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC).

### Cell culture and construct of reporter cell lines

The ESC culture medium consisted of KnockOut DMEM (Gibco, Cat. # 10829081) with 15% FBS (Hyclone, Cat. # SH3007103), 1,000 U/ml mouse leukemia inhibitory factor (1,000 U/ml), 0.1 mM nonessential amino acids (Gibco, Cat. # 11140050), 0.1 mM β-mercaptoethanol, 1 mM L-glutamine (Gibco, Cat. # 25030081), and penicillin (100 U/ml) and streptomycin (100 μg/ml). For culture of ESC lines, the medium was changed daily, and cells were routinely passaged every other day. For generation of 2C::tdTomato reporter cell line, the MERVL–LTR–tdTomato reporter constructs made as previously described [5] were linearized and transfected into ESCs by electroporation. The cells were then selected with G418 for 7 d. Colonies containing tdTomato-positive cells were then picked and expanded. All cell lines were kept under constant drug selection with G418 to prevent transgene silencing. Mycoplasma detection tests were conducted routinely to ensure mycoplasma-free conditions throughout the study.

### RNA extraction and RT-qPCR

Total RNA was extracted following standard Trizol protocol (Invitrogen, Cat. # 15596026). For RT-qPCR analysis, complementary DNA (cDNA) were generated from 500 ng total RNA using HiScript II Q RT SuperMix for qPCR (Vazyme, Cat. # R223). qPCR was performed using AceQ qPCR SYBR Green Mater Mix (Vazyme, Cat. # Q141) in 96-well dishes in three biological replicates on StepOnePlus Real-Time PCR System (Applied Biosystems) with standard protocols. The expression levels were plotted relative to *b-actin*. Primers for qPCR are listed in S7 Table.

### CRISPR-Cas9 knockout and CRISPRi screening

To knock out Pias4, a single guide RNA (gRNA) sequence was designed by http://crispr.mit.edu/ to target Pias4 exon2. The gRNA sequence is 5′-GACAUGCUUGGUAACUAUGU-3′. Knockout of Pias4 was verified by genomic PCR followed by sequencing, RT-qPCR, and western blotting analysis.

For CRISPRi screening, a single gRNA was designed by http://crispr-era.stanford.edu/ for each candidate gene. The gRNA was cloned into a plasmid containing dCas9-krab. For screening, 0.05 million ESCs were plated in 12-well plate, and then 1 μg plasmid containing gRNA and dCas9-krab was transfected using lipofectamine 3000 (Invitrogen, Cat. # L3000) following the manufacturer's protocol. ESCs were selected with 300 μg/ml hygromycin 24 h post transfection for 4–5 d. Cells were then collected for flow cytometry analysis and RT-qPCR experiments.

### siRNA transfection

ESCs were transfected with siRNA (S8 Table) using DharmaFECT 1 (Dharmacon, Cat. # T-2001) reagent following the manufacturer’s instructions. NC is a siRNA sequence derived from *Caenorhabditis elegans* genome that does not target any mammalian genes, provided by GenePharma (Shanghai, China) as a control for siRNA transfection. Typically 2 days after transfection, cells were collected for flow cytometry, immunoblot, and RNA extraction.

### Immunoblots

Cells were collected and directly lysed in Mammalian Protein Extraction Reagent (Cwbiotech, Cat. # CW0889) with Protease Inhibitor Cocktail (100x, Cwbiotech, Cat. # CW0889). Proteins were quantified following manufacturer’s instructions using Pierce BCA Protein Assay Kit (Thermo Scientific). Equal amounts of proteins were loaded for immunoblotting. Antibodies used were rabbit anti-GAPDH (1:1,000, Bioworld Technology, Cat. # MB001), mouse anti-Flag (1:1,000, Sigma, Cat. # F3165), rabbit anti-HA (1:1,000 CST, Cat. # C29F4), rabbit anti-Pias4 (1:1,000, anti-PIAS4, Proteintech, Cat. # 14242-1-AP), and rabbit anti-Dppa2 (1:1,000, Abcam, Cat. # ab9138). Anti-rabbit and anti-mouse secondary antibodies were from LI-COR, and membranes were imaged using Odyssey. For anti-HA in Fig 5A and anti-Dppa2 in S4B and S4D Fig, HRP-conjugated anti-rabbit secondary antibodies were used and membranes were imaged using the Western ECL Substrate (Millipore, Cat. # WBKLS0500).

### Detection of sumoylated proteins

Cells were lysed in a solution containing 0.15 M Tris-HCl (pH 6.7), 5% SDS, and 30% glycerol, which was then diluted in 1:10 in PBS/0.5% Nonidet P-40 plus complete protease inhibitor. Anti-Flag monoclonal antibody (3 μg, Sigma, Cat. # F3165) was added to the lysate and incubated for 1 h at 4°C with gentle inversion mixing, after which 30 μl protein G Dynabeads (Invitrogen, Cat. # 10003) was added. After incubation for 3 h to overnight, the beads were collected and washed four times with ice-cold PBS, 0.5% Nonidet P-40 plus complete protease inhibitor mixture. Immunoprecipitated proteins were analyzed by SDS-PAGE and immunoblot using anti-HA monoclonal antibody (CST, Cat. # C29F4) and mouse anti-Flag (1:1,000, Sigma, Cat. # F3165).

### Sumoylation IP-MS

His6-Sumo2 pull-down was performed as previously described [56]. Briefly, cells were washed in PBS and lysed in lysis buffer (6 M guanidinium-HCl, 10 mM Tris, 100 mM sodium phosphate buffer [pH 8.0], 5 mM β-mercaptoethanol, 1 mM imidazole). Ni2+ NTA magnetic agarose beads (50 μl, Qiagen) were added to cell lysis and incubated at 4°C overnight. After incubation, the beads were washed once in lysis buffer, once in wash buffer (pH 8.0) (8 M urea, 10 mM Tris, 100 mM sodium phosphate buffer [pH 8.0], 0.1% Triton X-100, 5 mM β-mercaptoethanol), and three times in wash buffer (pH 6.3) (8 M urea, 10 mM Tris, 100 mM sodium phosphate buffer [pH 6.3], 0.1% Triton X-100, 5 mM β-mercaptoethanol, 10 mM imidazole). Sumoylated proteins were eluted from the beads using elution buffer (100 mM sodium phosphate buffer [pH 6.8], 200 mM imidazole) for MS analysis. Immunoprecipitated proteins were analyzed by SDS-PAGE. For LC-MS/MS analysis, the eluted peptides were sprayed into a Velos Pro Orbitrap Elite mass spectrometer (Thermo Scientific, USA) equipped with a nano-ESI source. The mass spectrometer was operated in data-dependent mode with a full MS scan in FT mode at a resolution of 120,000 followed by collision-induced dissociation (CID) MS/MS scans on the 15 most abundant ions in the initial MS scan. To identify Pias4 substrate proteins, we compared the count of distinct sequences that have significant scores (prot_sequences_sig) for each protein in siNC versus si-Pias4 samples. Candidate proteins selected for further CRISPRi screening were chosen based on the following criteria: The candidate has to be detected in at least two of four siNC samples; the average #PSM for a candidate must be >1 in siNC samples; the ratio of average #PSM of siPias4 versus siNC is ≥1.25-fold at the 48-hr or 72-hr time point. In total, 97 candidates passed these criteria. For screening, housekeeping genes Actb and Ctc1 were not included; Mtco2 and Tmlhe were not included, as no appropriate CRISPRi gRNA can be designed based on their sequences; Sumo1 was not included, as we already showed that knocking down Sumo1 decreased the expression of Dux and other 2C-like genes (S1B Fig).

### Flow cytometry

Cells were trypsinized and resuspended in ice-cold PBS containing 2% FBS. Sorting was performed using a BD FACSAria III. During sorting, cells were collected in culture medium and kept at 4°C. Quantifying the population of 2C::tdTomato-positive cells was performed by BD LSRFortessa SORP. Data were analyzed using FlowJo software.

### In vitro transcription

The cDNA encoding the desired genes was amplified and cloned under the control of a T7 promoter. After linearization by a restriction enzyme PmeI, the construct was purified with phenol-chloroform extraction and ethanol precipitation. mRNA was synthesized by in vitro transcription using a HiScribe T7 ARCA mRNA Kit (NEB, Cat. # E2065) according to the manufacturer’s instructions. The synthesized mRNA was purified by lithium chloride precipitation and diluted with nuclease-free water. mRNA aliquots were stored at −80°C until use.

### Microinjection

For mouse embryo collection, 4- to 6-week-old C57BL/6N female mice (Vital River) were injected with PMSG (10 IU) and then with hCG (10 IU) 48 h later. Female mice were then mated with C57BL/6N male mice. Zygotes were collected and kept in KSOM medium (Millipore, Cat. # MR-020P-5F) pregassed under 5% CO_2_ at 37°C. Embryos were then transferred to M2 medium (Millipore, Cat. # MR-015-D) and microinjected with in vitro transcribed mRNA using a FemtoJet device. The mRNA concentration of GFP–Pias4 and GFP–Pias4 W356A was 200 ng/μl, and control GFP–NLS was 100 ng/μl. The mRNA concentration for GFP–t2a–Dppa2 and GFP–t2a–Sumo2–Dppa2 was 500 ng/μl; control GFP was 100 ng/μl. Concentrations of control GFP plasmids were determined to make sure that approximately equivalent amount of GFP protein was expressed for each group. For each group, 6 embryos were collected per stage of 1-cell, early 2C, late 2C, 4-cell, and 8-cell embryos at 20 h, 32 h, 50 h, 64 h, and 74 h post hCG, respectively, for qPCR analysis.

### Chimeric blastocyst assay

The zona pellucida of 8 cell–stage embryos were removed by a short exposure to acidic Tyrode’s solution (Sigma, Cat. # T1788). The denuded embryos were placed into each concaved microwell created by a smooth depression using the aggregation needle. Four ESCs labeled by mRuby2 fluorescence were transferred into each concaved microwell and cocultured with the denuded embryo overnight.

### Single-cell and single-embryo RT-qPCR

Single cell or single embryo was transferred into 2 μl mild hypotonic lysis buffer composed of 0.2% Triton X-100 and 2 U/μl of RNase inhibitor (Ambion, Cat. # AM2684) and 10 fg spike-in GFP or tagRFP mRNA. The single-cell lysates were mixed with 1 μl of anchored oligo-dT primer (10 μM) and 1 μl of dNTP mix (10 μM, Invitrogen, Cat. # 18427), denatured at 72°C for 3 min. The first-strand reaction mix, containing 0.5 μl SuperScript II reverse transcriptase (200 U/μl, Invitrogen, Cat. # 18064), RNase inhibitor (40 U/μl, Ambion, Cat. # AM2684), 2 μl Superscript II First-Strand Buffer (5x, Invitrogen, Cat. # 18064), 0.25 μl DTT (100 mM, Invitrogen, Cat. # 18064), 2 μl betaine (5 M, Sigma, Cat. # 61962), 0.06 μl MgCl2 (100 mM, Sigma, Cat. # 1374248), 0.1 μl TSO (100 μM), and 0.29 μl nuclease-free water, was added to each sample. Reverse transcription reaction was carried out by incubating at 42°C for 90 min, followed by 10 cycles of 50°C for 2 min and 42°C for 2 min). Finally, the reverse transcriptase was inactivated by incubation at 70°C for 15 min. For PCR pre-amplification, the PCR mater mix containing 12.5 μl KAPA HiFi HotStart ReadyMix (2x, KAPA Biosystems, Cat. # KK602), 0.25 μl ISPCR primers (10 μM), and 2.25 μl nuclease-free water was added to each sample. The program was carried out by incubating at 98°C for 30 min, followed by 18 cycles of 98°C for 20 s, 67°C for 15 s, and 72°C for 6 min, with a final extension at 72°C for 5 min. PCR products were purified using a 1:1 ratio of VAHTS DNA Clean Beads (Vazyme, Cat. # N411), with the final elution performed in 20 μl of nuclease-free water. The qPCR was performed using AceQ qPCR SYBR Green Mater Mix (Vazyme, Cat. # Q141). Oligo-dT primer: 5′-AAGCAGTGGTATCAACGCAGAGTACT30VN-3′; TSO: 5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′; ISPCR oligo: 5′-AAGCAGTGGTATCAACGCAGAGT-3′. For single-embryo qPCR data analysis, the spike-in mRNA was used as a control, and data were normalized to zygote stage.

### IF staining and PLA

Cells were fixed with 4% paraformaldehyde for 20 min at room temperature. After the fixation, cells were permeabilized with 0.25% Triton X-100 for 20 min at room temperature and blocked with 3% FBS in PBS for 1 h at room temperature. Cells were then incubated with primary antibodies (1:100, anti-PIAS4, Proteintech, Cat. # 14242-1-AP) diluted in PBS with 3% FBS for 2 h. After washing three times in PBS, the cells were incubated with secondary antibody (1:200, anti-rabbit IgG Alexa fluor 488) for 1 h and followed by DAPI staining. For preimplantation embryos’ IF staining, 0.1% Tween-20 was added in PBS. For PLA, the permeabilized cells were incubated in PBS containing two primary antibodies (1:700, anti-Dppa2, Abcam, Cat. # ab91318; 1:500, anti-Sumo2, Cytoskeleton, Cat. # ASM23) followed by Duolink in situ PLA (Sigma-Aldrich) anti-mouse (minus) and anti-rabbit (plus) probes and detection reagents Green according to manufacturer’s instructions.

### RNA-seq and bioinformatics analysis

Total RNA was enriched twice with poly-T oligo-attached magnetic beads and then subjected to the synthesis of double-stranded (ds) cDNA. The ds-cDNA was ligated to adaptors from NEB and sequenced by Illumina Genome Analyzer (Novogene, Tianjin, China). Sequencing reads were aligned to the mouse genome (mm10) with STAR (version 2.5.0) using the GENCODE transcript annotation as transcriptome guide. All programs were processed following default settings except for special annotation. The FPKM value generated by Cufflinks was used to quantify the expression level. The enrichment of selected gene sets was calculated by java GSEA Desktop Application. R 3.1.1 and Matlab were used for the generation of scatter plot and boxplot. The 2C-specific ZGA genes are genes activated during ZGA (the 2C stage) that are also enriched in 2C::tdTomato^+^ cells from [5]. The Dux-induced gene set was from [11]. The list of MERVL–LTR-driven transcripts was from [6]. The list of genes induced by mir-34a knockout was from [13]. The list of genes induced by G9a knockout was from [5]. The list of genes induced by LINE1 knocking down was from [14]. The lists of genes induced by p150 or p60 knocking down were from [8].

### ChIP-qPCR

Cells were fixed for 15 min at room temperature in culture medium with formaldehyde (0.9% final concentration). Formaldehyde was then quenched with glycine (125 mM final). Cells were washed twice with cold PBS. Lift cells by treating cells with 0.25% trypsin for 10 min. Spin down cells and wash with cold PBS. Resuspend the cell with 2x lysis buffer (50 mM Tris-HCl [pH 8.1], 10 mM EDTA, 1% SDS with fresh protease inhibitor, PMSF, and DTT) for 10 min on ice. Chromatin extracts containing DNA fragments with an average size of 200–500 bps were immunoprecipitated using IgG or anti-FLAG (Sigma, Cat. # F3165) overnight at 4°C. Immunoprecipitated complexes were successively washed with low-salt buffer, high-salt buffer, LiCl buffer, and TE buffer and eluted with TE added with proteinase K. The reverse cross-link was performed by incubation of the samples overnight at 65°C. After reverse cross-linking, DNA was purified using TIANquick Midi Purification Kit (TIANGEN) according to the manufacturer’s instructions. Primer sequences used in ChIP assay are listed in S9 Table.

### Quality control of sequencing data

The quality of every library was determined using the fastqc tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were subsequently trimmed and adapters clipped using the fastq-mcf (https://github.com/ExpressionAnalysis/ea-utils/blob/wiki/FastqMcf.md). Only reads with none of the known high-throughput sequencing adapters, longer than 25 bps, with a mean quality score above 30 and maximum 1 N-call were kept.

### Quantification and statistical analysis

The number of independent experimental replications, the definition of center, and precision measures are reported in the figure legends (*n*, mean ± SD). *p* < 0.05 is generally considered as statistically significant. Statistical analyses were performed using the GraphPad Prism v6 software. Statistical significance was assessed by two-tailed *t* test except when specified in the figure legends. For boxplots, upper and lower whiskers are defined as respectively Q3 + 1.5 × IQR and Q1 − 1.5 × IQR, with Q1 and Q3 being the first and third quartile of the plotted distribution and IQR the interquartile range; the *p*-value was determined by Wilcoxon signed rank test. For multiple comparison, the *p*-value was calculated by one-way or two-way ANOVA followed with Dunnett's test.

## Supporting information

S1 Fig Sumo2 and Sumo E3 ligase Pias4 repress zygotic transcriptional program. (A) Flow cytometry analysis of 2C::tdTomato-positive cells in Sumo1- and Sumo2-knockdown ESCs. (B) RT-qPCR of Dux and other 2C-specific genes in Sumo1- and Sumo2-knockdown ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of ESCs transfected with control siRNAs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by one-way ANOVA followed by two-tailed Dunnett's test. (C) Flow cytometry analysis of 2C::tdTomato-positive cells in ESCs transfected with siRNAs against various Sumo E3 ligases. (D) Box-and-whisker plots showing expression of genes up-regulated by mir-34a knockout, G9a knockout, LINE1 knockdown, and Caf-1 p150 or p60 subunit knockdown in cells transfected with Pias4 siRNA. The *p*-value was determined by Wilcoxon signed rank test. (E) Assays confirming knockout of *Pias4*. Western blotting analysis of PIAS4 protein in wild-type and *Pias4−/−* ESCs (left). Immunofluorescence staining of PIAS4 protein in wild-type and *Pias4−/−* ESCs. Scale bar, 50 μm (right). (F) Fraction of 2C::tdTomato-positive cells in wild-type and *Pias4−/−* ESCs. Shown are representative images for different colonies. Scale bars, 100 μm. Source data for B can be found in the supplemental data file (S1 Data). 2C, 2-cell; Caf-1, chromatin assembly factor; Dux, double homeobox; ESC, embryonic stem cell; LINE1, long interspersed nuclear element; mir-34a, microRNA 34a; Pias4, protein inhibitor of activated STAT 4; RT-qPCR, quantitative reverse transcription PCR; siRNA, small interfering RNA; Sumo, small ubiquitin-like modifier; tdTomato, tandem dimeric Tomato.
(TIF)

S2 Fig PIAS4 is down-regulated in 2C-like cells and 2C stage during zygotic genome activation. (A) Expression of Pias4 in 2C-like cells. RNA-seq data from [8]. (B) Single-embryo RT-qPCR of Dux, MERVL, and Zscan4d in preimplantation mouse embryos. Spike-in GFP mRNA was used as a control. Data were normalized to zygote. Red bars indicate mean. *n* = 4–6. Each dot represents one embryo. The *p*-value was as indicated, two-tailed Student’s *t* test. Source data for A and B can be found in the supplemental data file (S1 Data). Dux, double homeobox; GFP, green fluorescent protein; MERVL, murine endogenous retrovirus-L; Pias4, protein inhibitor of activated STAT 4; RNA-seq, RNA sequencing; RT-qPCR, quantitative reverse transcription PCR; Zscan4d, zinc figure and SCAN domain containing 4D.
(TIF)

S3 Fig Identification of Pias4 substrates that regulate zygotic transcriptional program. (A) Average peptide counts of proteins in 6xHis-Sumo2 pull-down/MS for ESCs treated with siRNAs against NC or Pias4. Proteins represented by black dots or colored dots were selected as candidate genes for CRISPRi screening. (B) Gene Ontology analysis of Pias4 substrates identified by Sumo2 IP. (C) Fold change of the percentage of Zscan4::GFP-positive cells in Pias4 substrate CRISPRi ESCs transfected with siNC or si-Pias4. Each dot represents an ESC line transfected with CRISPRi constructs targeting a candidate Pias4 substrate protein. The red line indicate the value 1.0. To calculate the fold change, the fraction of Zscan4::GFP-positive cells in each samples is divided by the fraction of Zscan4::GFP-positive cells in control CRISPRi ESCs. (D) Fold change of the percentage of 2C::tdTomato-positive cells in ESCs transfected with siRNAs against various Pias4 substrates in the presence of siNC or si-Pias4. Black bars indicate mean. *n* = 3–4. To calculate the fold change, the fraction of MERVL::tdTomato-positive cells in ESCs treated with different siRNAs is divided by the fraction of MERVL::tdTomato-positive cells ESCs treated with siNC. Source data for C and D can be found in the supplemental data file (S1 Data). CRISPRi, clustered regularly interspaced short palindromic repeat interference; ESC, embryonic stem cell; GFP, green fluorescent protein; IP, immunoprecipitation; MERVL, murine endogenous retrovirus-L; MS, mass spectrometry; NC, negative control; Pias4, protein inhibitor of activated STAT 4; siRNA, small interfering RNA; Sumo2, small ubiquitin-like modifier; tdTomato, tandem dimeric Tomato; Zscan4, zinc finger and SCAN domain containing 4.
(TIF)

S4 Fig Dppa2 and Dppa4 are essential for the activation of zygotic genome activation. (A) RT-qPCR of Pias4 and Dppa2 (left), Dux, and other 2C-specific genes (right) in ESCs treated with siRNAs against Pias4 and Dppa2 individually or in combination. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of wild-type ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-way ANOVA followed by two-tailed Dunnett's test. (B) RT-qPCR of Dppa2 and Dppa4 (left), Dux, and other 2C-specific genes (right) in ESCs treated with siRNAs against Dppa2 and Dppa4 individually or in combination. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of wild-type ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-way ANOVA followed by two-tailed Dunnett's test. Source data for A and B can be found in the supplemental data file (S1 Data). 2C, 2-cell; Dppa, developmental pluripotency associated; Dux, double homeobox; ESC, embryonic stem cell; Pias4, protein inhibitor of activated STAT 4; RT-qPCR, quantitative reverse transcription PCR; siRNA, small interfering RNA.
(TIF)

S5 Fig Dppa4 is essential for the activation of zygotic transcriptional program. (A) GSEA for 2C-specific genes in ESCs transfected with control siRNAs or siRNAs against Dppa4. For the x-axis, genes were ranked based on the ratio of siNC versus si-Dppa2 ESCs. (B) MA plots showing gene expression changes in Dppa4-knockdown ESCs. Red dots indicate Dux-induced genes. Out of 123 Dux-induced genes, 77 were down-regulated in Dppa4-knockdown ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (C) MA plots showing gene expression changes in Dppa4-knockdown ESCs. Red dots indicate MERVL–LTR-driven genes. Out of 161 MERVL–LTR-driven genes, 72 were down-regulated in Dppa4-knockdown ESCs. Fold enrichment and *p*-value are shown. The *p*-value was calculated by hypergeometric test. (D) Expression of genes down-regulated in Dppa4-knockdown ESCs in preimplantation mouse embryos. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range. Preimplantation RNA-Seq data are from [32]. 2C, 2-cell; Dppa, developmental pluripotency associated; Dux, double homeobox; ESC, embryonic stem cell; GSEA, gene set enrichment analysis; LTR, long terminal repeat; MERVL, murine endogenous retrovirus-L; RNA-seq, RNA sequencing; siNC, siRNA against negative control; siRNA, small interfering RNA.
(TIF)

S6 Fig Gene expression changes were largely similar in ESCs knocking down Dppa2 and Dppa4 individually or in combination. (A) Heatmap showing gene expression changes in ESCs transfected with control siRNAs and siRNAs against Dppa2 and Dppa4 individually or in combination. Only differentially expressed genes are shown. For each gene, data were normalized to the average of four samples. Color key is shown right (Log2). (B) Box-and-whisker plots showing expression of genes up-regulated by mir-34a knockout, G9a knockout, LINE1 knockdown, and Caf-1 p150 or p60 subunit knocked down in cells transfected with Dppa2 siRNAs or Dppa4 siRNAs separately or in combination. The *p*-value was determined by Wilcoxon signed rank test. Caf-1, chromatin assembly factor; Dppa, developmental pluripotency associated; ESC, embryonic stem cell; LINE1, long interspersed nuclear element; mir-34a, microRNA 34a; siRNA, small interfering RNA.
(TIF)

S7 Fig SUMO2–DPPA2 is lower in MERVL-positive cells. (A) RT-qPCR using Dppa2 primers in Sumo2ΔGG–Dppa2 overexpressing ESCs. The β-actin gene was used as a control. Data were normalized to the mRNA level of control ESCs. Shown are mean ± SD, *n* = 3. (B) Western blotting analysis of sumoylated and nonsumoylated Dppa2 in control and Sumo2ΔGG–Dppa2-overexpressing ESCs. This ESC colony was used for experiments in Fig 6B–6D. Left, representative gel blot images; right, relative ratio of Sumo2ΔGG–Dppa2 versus nonsumoylated Dppa2 in Sumo2ΔGG–Dppa2-overexpressing ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student's *t* test. (C) Flow cytometry analysis of control and Sumo2ΔGG–Dppa2-overexpressing ESCs treated with NC and Pias4 siRNAs. Shown are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (D) Western blotting analysis of sumoylated and nonsumoylated Dppa2 in control and various Sumo2ΔGG–Dppa2-overexpressing ESCs. The ratio of sumoylated versus nonsumoylated Dppa2 is shown at the bottom of the gel. The colony #5 is picked for experiments in E and F. (E) RT-qPCR of Dux and other 2C-specific genes in control and #5 Sumo2ΔGG–Dppa2-overexpressing ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of wild-type ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (F) Fraction of 2C::tdTomato-positive cells in control and #5 Sumo2ΔGG–Dppa2-overexpressing ESCs. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (G) PLA assay of SUMO2 and DPPA2 in 2C::tdTomato-positive and negative ESCs. Shown are representative images (left) and quantification of number of PLA dots/nucleus with mean ± SD (right). Scale bars, 10 µm. *n* = 42 tdTomato-positive cells and 194 tdTomato-negative cells. Each dot represents one nucleus. (H) IF staining of DPPA2 protein in MERVL::tdTomato-positive and negative ESCs. Shown are representative images (left) and quantification of fluorescence intensity for each cell with mean ± SD (right). Scale bars, 10 μm. *n* = 65 tdTomato-positive cells and 700 tdTomato-negative cells. Each dot represents one cell. The *p*-value is calculated by two-tailed Student's *t* test. (I) DPPA2 localization in MERVL::tdTomato-positive and negative ESCs. Shown are representative images for IF staining of DPPA2 protein. Arrowhead points to 2C::tdTomato-positive ESCs. Scale bars, 5 μm. Source data for A-C and E-H can be found in the supplemental data file (S1 Data). 2C, 2-cell; Dppa2, developmental pluripotency associated 2; Dux, double homeobox; ESC, embryonic stem cell; IF, immunofluorescence; MERVL, murine endogenous retrovirus-L; NC, negative control; Pias4, protein inhibitor of activated STAT 4; PLA, proximity ligation assay; siRNA, small interfering RNA; Sumo2, small ubiquitin-like modifier 2; tdTomato, tandem dimeric Tomato.
(TIF)

S8 Fig Overexpression of Dppa2 activates zygotic transcriptional program and Dppa4 enhances the function of Dppa2. (A) Fraction of 2C::tdTomato-positive cells in control and Dppa2-overexpressing ESCs treated with Sumo2 or Pias4 siRNAs. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. (B) Box-and-whisker plots showing expression of genes up-regulated by mir-34a KO, G9a KO, LINE1 knockdown, and Caf-1 p150 or p60 subunit knockdown in cells overexpressing Dppa2. The *p*-value was determined by Wilcoxon signed rank test. (C) PCA mapped scatter plot: global protein coding genes (left) and repeat elements (right). Data for G9a KO from [5], P150 and P60 knockdown and 2C::EGFP+ cells from [8], Dux-overexpressing cells from [11], and LINE1-knockdown cells from [14]. Data were normalized to the control cell line of each study to exclude batch effects before PCA processing. (D) RT-qPCR of Dux and other 2C-specific genes in control, Dppa2-, Dppa4-, or Dppa2/4-overexpressing ESCs. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of control ESCs. Shown are mean ± SD, *n* = 3. The *p*-value was calculated by one-way ANOVA followed by two-tailed Dunnett's test. (E) Fraction of 2C::tdTomato-positive cells in control, Dppa2-, Dppa4-, or Dppa2/4-overexpressing ESCs. Data are presented as mean ± SD, *n* = 3. The *p*-value was calculated by two-tailed Student’s *t* test. Source data for A, D, and E can be found in the supplemental data file (S1 Data). 2C, 2-cell; Dppa, developmental pluripotency associated; Dux, double homeobox; EGFP, enhanced green fluorescent protein; ESC, embryonic stem cell; KO, knockout; LINE1, long interspersed nuclear element; mir-34a, microRNA 34a; PCA, principle component analysis; Pias4, protein inhibitor of activated STAT 4; RT-qPCR, quantitative reverse transcription PCR; siRNA, small interfering RNA; Sumo2, small ubiquitin-like modifier 2; tdTomato; tandem dimeric Tomato.
(TIF)

S1 Table FPKM of genes in Pias4-siRNA-seq. List of gene expression in ESCs after Pias4 RNAi. Shown is the average of two replicates. ESC, embryonic stem cell; FPKM, fragments per kilobase of transcript per million fragments mapped; Pias4, protein inhibitor of activated STAT 4; RNAi, RNA interference; RNA-seq, RNA sequencing; siRNA, small interfering RNA.
(XLSX)

S2 Table FPKM of repeats in Pias4-siRNA-seq. List of repeat elements expression in ESCs after Pias4 RNAi. Shown is the average of two replicates. RNA-seq, RNA sequencing. ESC, embryonic stem cell; FPKM, fragments per kilobase of transcript per million fragments mapped; Pias4, protein inhibitor of activated STAT 4; RNAi, RNA interference; RNA-seq, RNA sequencing; siRNA, small interfering RNA.
(XLSX)

S3 Table Average #PSM of proteins identified in Sumo2 IP. List and #PSM of proteins identified in His6-SUMO2 IP-MS experiment. Candidates selected in CRISPRi screening are shaded in blue. CRISPRi, clustered randomly interspaced short palindromic repeat interference; IP, immunoprecipitation; MS, mass spectrometry; PSM, peptide spectrum match; SUMO2, small ubiquitin-like modifier 2.
(XLSX)

S4 Table FPKM of genes in Dppa2, Dppa4, and Dppa2/4 siRNA-seq. List of gene expression in ESCs after Dppa2, Dppa4, and Dppa2/4 RNAi. Shown is the average of two replicates. Dppa, developmental pluripotency associated; ESC, embryonic stem cell; FPKM, fragments per kilobase of transcript per million fragments mapped; RNAi, RNA interference; RNA-seq, RNA sequencing; siRNA, small interfering RNA.
(XLSX)

S5 Table FPKM of genes in Dppa2-OE RNA-seq. List of gene expression in ESCs overexpressing Dppa2. Shown is the average of two replicates. Dppa2, developmental pluripotency associated 2; ESC, embryonic stem cell; FPKM, fragments per kilobase of transcript per million fragments mapped; OE, overexpression; RNA-seq, RNA sequencing.
(XLSX)

S6 Table FPKM of repeats in Dppa2-OE RNA-seq. List of repeat elements expression in ESCs overexpressing Dppa2. Shown is the average of two replicates. Dppa2, developmental pluripotency associated 2; ESC, embryonic stem cell; FPKM, fragments per kilobase of transcript per million fragments mapped; OE, overexpression; RNA-seq, RNA sequencing.
(XLSX)

S7 Table Sequences for real-time qPCR primers. Sequence information of forward and reverse primers used for Pias4, Dppa2, Dppa4, and various ZGA transcripts in qPCR. Dppa, developmental pluripotency associated; qPCR, quantitative PCR; Pias4, protein inhibitor of activated STAT 4; ZGA, zygotic genome activation.
(XLSX)

S8 Table Sequences for siRNAs. Sequence information of sense siRNA strand for knocking down Pias4, Dppa2, Dppa4, Sumo1, Sumo2, various Sumo E3 ligases, and candidate ZGA regulators. Dppa, developmental pluripotency associated; Pias4, protein inhibitor of activated STAT 4; siRNA, small interfering RNA; Sumo, small ubiquitin-like modifier; ZGA, zygotic genome activation.
(XLSX)

S9 Table Sequences of ChIP-qPCR primers. Sequence information of forward and reverse primers for ChIP-qPCR analysis of various positions in *Dux* promoter and gene body. ChIP-qPCR, chromatin immunoprecipitation followed by quantitative polymerase chain reaction. ChIP-qPCR, chromatin immunoprecipitation–quantitative PCR; *Dux*, double homeobox.
(XLSX)

S1 Data Excel spreadsheet containing, in separate sheets, the underlying numerical data and data analysis for figure panels. Source data for main and supplemental figures in separate sheets. Mean, SD, and *p*-value are shown where applicable.
(XLSX)

## Abbreviations

2C: 2-cell
a.u.: arbitrary units
BFP: blue fluorescent protein
CAF-1: chromatin assembly factor-1
Cas9: CRISPR-associated protein 9
ChIP-seq: chromatin immunoprecipitation sequencing
CRISPR: clustered regularly interspaced short palindromic repeat
CRISPRi: CRISPR interference
Ct: cycle threshold
Dppa: developmental pluripotency associated
Dux: double homeobox
EP400: E1A binding protein p400
ERV: endogenous retrovirus
ESC: embryonic stem cell
FC: fold change
GFP: green fluorescent protein
GO: Gene Ontology
GV: germinal vesicle
H3K9me3: trimethylation of histone H3 lysine 9
HA: hemagglutinin
HEK293T: human embryonic kidney 293T
ICM: inner cell mass
IF: immunofluorescence
iPSC: induced pluripotent stem cell
LINE1: long interspersed nuclear element
Lsd1/Kdm1a: lysine (K)-specific demethylase 1A
LTR: long terminal repeat
MERVL: murine ERV-L
miR-34a: microRNA 34a
Mrpl38: mitochondrial ribosomal protein L38
MS: mass spectrometry
Nacc1: nucleus accumbens associated 1
NES: normalized enrichment score
OE: overexpression
PIAS4: protein inhibitor of activated STAT 4
PLA: proximity ligation assay
Prmt5: protein arginine N-methyltransferase 5
qPCR: quantitative PCR
RNA-seq: RNA sequencing
RPKM: reads per kilobase per million mapped reads
RT-qPCR: reverse transcription qPCR
SETDB1: SET domain, bifurcated 1
siNC: siRNA against negative control
siRNA: small interfering RNA
SSC-H: side scatter height
SUMO: small ubiquitin-like modifier
Syce1: synaptonemal complex central element protein 1
Tcstv: 2C-stage variable group
Tdh: L-threonine dehydrogenase
tdTomato: tandem dimeric Tomato
TE: trophectoderm
Trim28: tripartite motif-containing 28
Zfp: zinc finger protein
ZGA: zygotic genome activation
Zscan4: zinc finger and SCAN domain containing 4

How the deposited data were processed for this re-analysis (not part of the article)

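Gene expression was measured by RNA-seq in 16 libraries of mouse ESCs, with 2 libraries per group. One table holds si-NC and si-Pias4, one holds Empty and Dppa2 OE, and one holds si-NC, si-Dppa2, si-Dppa4 and si-Dppa2/4, each with its own controls. The methods say that siRNA-treated cells were typically collected 2 days after transfection, and give no time for these libraries. No level was compared between tables, since nothing states that they were made together.

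The authors deposited FPKM values per gene and no counts. Per the methods and the submitters' notes, adapters were trimmed, reads were filtered on length and quality and aligned to mm10 with STAR, and Cufflinks 2.2.1 made the FPKM. The notes give STAR 2.6.0, while the methods give another release of STAR. FPKM divides by transcript length and by the total of each library, so a gene that takes more of the fragments lowers the others slightly. Cufflinks estimates abundances by a model, so reads shared by near-identical copies (Zscan4, Eif1a-like, Tdpoz, Usp17l and PRAME genes) are divided by estimate and their single values are uncertain. The library type is not given per library as stranded, so reads of a gene and an antisense partner cannot be told apart.

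The tables hold 45952 genes, and 1 row without a valid gene was left out of the Dppa2/4 table. Gene identifiers were matched to a GENCODE annotation of mm10, which held 45017 of them (98.0%), with the same coordinates for 37407 (81.4%). An exact 0 can be a failed estimate: 8 genes of the Pias4 table, 15 of the Dppa2 OE table and 28 of the Dppa2/4 table are listed at 0 in 1 library and at 20 FPKM or more in another. Genes at 0 are therefore reported as listed at 0, with the value of each library.

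Depth is not given in the tables used here. It was estimated from the smallest values of genes under 0.3 FPKM with transcripts of 1500 to 6000 bp, taken as 1 fragment, with 215 to 323 genes behind each estimate. The estimates were 5.88 M to 8.45 M fragments in the Pias4 table, 8.04 M to 8.56 M in the Dppa2 OE table and 10.3 M to 17.5 M in the Dppa2/4 table. They are approximate, since values are model estimates and not whole reads. Between 12086 and 12519 genes per library reached 1 FPKM. Within a group, the log2 values of the 2 libraries had Pearson correlations of 0.9802 to 0.9855 in the Pias4 table and 0.990 to 0.993 in the Dppa2/4 table.

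Values were put on the scale log2(FPKM + 0.2), and genes with a mean of at least 0.25 FPKM over the libraries of a table were kept. Groups were compared with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, without a replicate block, and p-values were adjusted by Benjamini-Hochberg over the genes tested, with 0.05 as the threshold. The 8 libraries of the Dppa2/4 table entered one fit of 4 groups. A fold change on this scale understates that of low genes. Ratios printed as folds or percents of control are of group means of FPKM. Counts of genes changed at least 2-fold used group means floored at 0.2 FPKM. The labels do not say whether replicates are separate cultures, so p-values describe the spread between libraries. An exact permutation test of 2 against 2 libraries cannot go below 0.333.

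Before the data were examined, 25 gene lists were fixed: 2C-stage genes, the Zscan4 cluster, PRAME family genes, Tdpoz and Usp17l genes, Eif1a-like genes, the genes named in the paper's MA plots of Dux-induced and of MERVL-driven genes, pluripotency factors, formative and gastrula genes, primitive endoderm, trophectoderm, neuroectoderm, fibroblast and germline genes, SUMO pathway genes, the SUMO E3 ligases of the siRNA screen, repressors of the 2C-like state, CRISPRi screen hits, interferon-stimulated genes, p53 targets, integrated stress response genes, imprinted genes, DNA methylation genes, mitochondrially encoded mRNAs and housekeeping genes. The paper's own lists of 2C-specific, Dux-induced and MERVL-driven genes were not available. Each list was tested with camera of limma, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists with at least the members needed for a test (25 in the Pias4 and Dppa2 OE tables, 23 in the Dppa2/4 table). With an estimated correlation, the test rests on the residual degrees of freedom of the libraries, 2 with Dppa2 OE and 4 in the Dppa2/4 table. It lost all 11 lists that passed in si-Pias4 and all 12 with Dppa2 OE, so not passing it says little in those tables. The preset correlation takes members as nearly independent. For families of copies that share reads, p-values from it may be far too small. A score per library, the mean log2 value of a list's members less that of all genes tested, was compared between groups with the library as the unit. Medians of lists were also set against 10000 random lists matched on mean FPKM. The genes named in the text were taken by a rule fixed at the same time: genes the paper names, the genes with the largest changes that passed in each direction and whose libraries lay apart, and up to 4 members per list with the smallest p.

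The siRNA sequences of S8 Table were matched to the annotated transcripts. Groups compared with the same controls share their chance values, so correlations and covariances of fold changes were set beside those of 100 simulations of unchanged groups against the same controls, and overlaps beside those of independent lists. The averages in S1, S4 and S5 Tables, of which the first 1999 genes could be read, equal the averages of the deposited libraries within 1%. Repeats are not in the deposited tables, and their values are those of the paper's S2 and S6 Tables.

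The fits were tested on simulated values with 200 genes changed 2-fold, 200 changed 4-fold and 200 changed 8-fold. In a simulation of the Pias4 comparison over 14885 genes, 41%, 65.5% and 75.5% were recovered, in that of Dppa2 OE over 15427 genes 43.5%, 67.5% and 85%, and in that of si-Dppa2 over 15402 genes 68.5%, 86.5% and 93%. Unchanged genes called there were 17, 11 and 35. So many changed genes loosen the adjusted threshold, so these shares do not give the power in the real comparisons, which called 0, 45 and 19 genes. Alternatives covered the pseudocount, the filter on low values, scaling, the options of eBayes, a replicate block, the libraries in the fit, and leaving out each library. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 prepared the tables, and matplotlib 3.10.9 drew the plots.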

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

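All tests of the explanations in this part were chosen only after the result was seen, except that of exchanged labels, and all gene lists were fixed before the data were examined.

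Dppa2 mRNA was higher in the libraries labelled si-Dppa2/4 than in si-Dppa2, by 0.997 on the log2 scale (adjusted p = 0.0299 from limma), a difference between groups that were both to be depleted of it. The tables argue against a loss of Dppa2 mRNA that follows from the loss of Dppa4, since Dppa4 was below 50% of control in the libraries labelled si-Dppa2/4 and the lower of them still held Dppa2 at 100.75% of control. Exchanged labels of the si-Dppa4 and si-Dppa2/4 libraries may account for it, since Dppa2 was low where the label names Dppa4 alone. Their test, through genes with a seed match of the Dppa2 siRNA guide, gave a mean log2 difference of -0.0212 (permutation p = 0.171, two-sided) and decides nothing, since the same genes were not lower in si-Dppa2 (difference 0.0213, p = 0.988), and exchanged labels cannot be told apart from siRNAs mixed up at transfection. No biological explanation beyond the loss of Dppa4 was tested, and every direction drawn from these 4 libraries rests on their labels.

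Germline and meiosis genes, which the paper does not analyse as a group, were lower than in the si-NC libraries, with median log2 fold changes of -1.02 in si-Dppa2, -1.29 in the libraries labelled si-Dppa4 and -1.14 in those labelled si-Dppa2/4. Chance values of the 2 shared si-NC libraries are argued against by a score of the list per library, which differed from si-NC in each knockdown with the library as the unit (by -0.95, -1.37 and -1.28, SD between libraries 0.085, adjusted p of at most 0.0014 over the lists). That test alone passes widely, for 7 of 23 lists in si-Dppa2, 16 in the libraries labelled si-Dppa4, housekeeping genes among them, and 12 in those labelled si-Dppa2/4. Several 2C-stage lists hold the same Zscan4 genes. Outside the 2C-stage lists, 3, 11 and 7 lists passed, the germline and p53 lists among them. The germline score, however, moved at least 2.65 times as far as that of any list other than the 2C-stage and p53 lists, of which fibroblast genes moved furthest (-0.25, -0.52 and -0.30). A raw change does not measure chance. Relative to the SD, germline genes did not stand out in si-Dppa2, where the score of DNA methylation genes had a lower adjusted p (0.0012). In the libraries labelled si-Dppa4 and si-Dppa2/4 the germline score had the lowest adjusted p outside the 2C-stage lists (0.00039 and 0.00052). The score per library does not cover a difference of the si-NC cells that both of their libraries share, since the labels do not say whether replicates are separate cultures. Low expression with unequal depth is argued against by 10000 random lists matched on mean FPKM, among which the list's median lay at percentile 0 in each of the 3 knockdowns. A biological explanation, that these genes depend on the level of Dppa2 mRNA, is argued against for the libraries labelled si-Dppa2/4, the lower of which held Dppa2 mRNA at 100.75% of control. RNA values do not show the level of DPPA2 protein in them. For si-Dppa2 and the libraries labelled si-Dppa4, dependence on Dppa2 stays open. With Dppa2 OE the median of the list was 0.54, at percentile 100 of the matched lists. Neither the test with an estimated correlation (p = 0.248) nor that of the score per library (p = 0.14) passed. The first of these lost every list that the preset correlation called with Dppa2 OE, so it decides little. The paper used Syce1, a germline gene lower here, as the positive control of its Dppa2 ChIP-qPCR, which covers that gene alone. The germline list also had p = 0.0227 between si-Dppa2 and the libraries labelled si-Dppa4 (camera with an estimated correlation), which did not pass over the lists (adjusted p = 0.13). With 1 siRNA sequence per gene, effects of the siRNAs themselves also stay open, untested.

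Targets of p53, also not analysed by the paper, were higher than in si-NC, with medians of 0.34 in the libraries labelled si-Dppa4 and 0.23 in those labelled si-Dppa2/4. In si-Dppa2, without an siRNA against Dppa4, the median was 0.14 (camera adjusted p = 4.0e-05, and adjusted p = 0.0878 with an estimated correlation), and in each of the 3 knockdowns it lay at percentile 100 of 10000 random lists matched on mean FPKM. The targets had a median difference of -0.20 between si-Dppa2 and the libraries labelled si-Dppa4 (camera with an estimated correlation, p = 0.00566, adjusted p = 0.071), which did not pass over the lists. Chance values of the 2 shared si-NC libraries could not be told apart from an effect of the knockdowns by these tests. The score per library differed from si-NC in each (by 0.16, 0.42 and 0.33, SD 0.030, adjusted p of at most 0.0200 over the lists). Its si-NC values, 1.70 and 1.75, lay below every knockdown library, the lowest at 1.85, but this kind of test passes widely, as given above. In si-Dppa2 it passed for 3 lists outside the 2C-stage lists, the p53 list among them. Fibroblast genes moved further in si-Dppa2 and the libraries labelled si-Dppa4, where the ratios to their change were 0.639 and 0.80. They moved nearly as far in those labelled si-Dppa2/4 (1.10). Their SD between libraries was larger, 0.103, so this comparison of raw changes does not decide the question. For the libraries labelled si-Dppa4 and si-Dppa2/4, an effect of the Dppa4 siRNA other than through Dppa4 could account for the higher p53 targets and cannot be told apart from the loss of Dppa4, since S8 Table lists 1 siRNA against Dppa4. Neither applies to si-Dppa2, where Dppa4 mRNA was at 96.5% of control. The loss of Dppa4 stays open as a biological explanation in the other two, untested.

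Pluripotency factors, outside the genes the paper discusses here, had a median log2 fold change of -0.14 in the libraries labelled si-Dppa4 against si-NC. Between si-Dppa2 and the libraries labelled si-Dppa4 they had a median difference of 0.10, which did not pass over the lists (camera with an estimated correlation, p = 0.00617, adjusted p = 0.071). Integrated stress response genes had a median difference of 0.18 between the same groups, which did not pass either (camera with an estimated correlation, p = 0.0187, adjusted p = 0.13).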

How the results depend on the processing

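The alternatives were set before the data were examined, except 4 groups chosen after seeing the data: leaving out libraries for the correlations, the overlap of Pias4 and Dppa2 OE genes by unadjusted p or by fold, and the fits without the libraries labelled si-Dppa4 or si-Dppa2/4. No called list or named gene reversed its direction, while the balance of higher and lower genes turned in some counts. Genes changed went from 6 higher and 13 lower in si-Dppa2 to 5 and 2 or 4 and 2 without its replicate 1 or 2, from 41 and 100 in labelled si-Dppa2/4 to 7 and 5 without its replicate 1, and, without replicate 1 or 2 of labelled si-Dppa4, from 1 and 0 to 2 and 7 or 1 and 5 for labelled si-Dppa2/4 against labelled si-Dppa4 and from 4 and 0 to 4 and 7 or 3 and 8 for si-Dppa2 against labelled si-Dppa4. Genes at least 2-fold apart in si-Pias4 went from 633 higher and 576 lower to 719 and 904 or 631 and 734 without its replicate 1 or 2. With one library left out, 279 list results kept their call and 21 lost it, and of named genes 164 kept their place and 192 lost their call. With the other alternatives, 494 list results were the same and 20 lost their call, and of named genes 494 were the same, 93 lost and 7 gained a call. Targeted genes kept their place in 60 results and lost the call in 4, or in 28 and 12 with one library left out. Calls of single genes were lost more often than those of lists when a library was left out. Named and targeted genes counted as kept or the same include those without a call in the main fit, so these counts are not all calls that held. Depth limits the 2C-stage genes in the Pias4 table, where 12 of 29 measured members had a group at 0, and a library left alone in its group is assumed to vary like the others. The cause of a change was not tested unless stated.

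With genes of a mean under 1 FPKM left out, fewer genes and members were tested, and lists passing went from 11 (9 up, 2 down) to 3 (1 up, 2 down) for si-Pias4, from 7 (2 up, 5 down) to 3 (2 up, 1 down) for si-Dppa2, from 10 to 6 for the libraries labelled si-Dppa4 and from 9 to 4 for those labelled si-Dppa2/4. The 2C-stage list then had adjusted p = 0.0889, 0.22, 0.338 and 0.231. In the knockdowns of Dppa2 and Dppa4 this filter leaves out 2C-stage genes for their low values after the knockdown, among them Zscan4c, Zscan4d, Zscan4e, Tmem92 and Gm4340. In the Pias4 table it leaves out 2C-stage genes for their low values in si-NC, among them Zscan4c, Gm8300 and Usp17le. It therefore says nothing about the stability of that list in these comparisons. Without a filter, which adds genes near 0 to the test, lists passing in si-Dppa2 were 11, and genes changed were 0 with Dppa2 OE, 94 in si-Dppa2, 20 for labelled si-Dppa2/4 against si-Dppa2, 22 for labelled si-Dppa2/4 against labelled si-Dppa4 and 13 for si-Dppa2 against labelled si-Dppa4. The log2 fold change of Dppa2 stayed at 1.58 with Dppa2 OE, and its adjusted p was 0.143 without the filter and 0.0704 without the trend of eBayes.

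With quantile normalization 26 genes changed with Dppa2 OE, all higher, against 37 higher and 8 lower (82.2% to 100% higher), and with median-ratio scaling the split in the libraries labelled si-Dppa4 went from 35.8% to 23.8% higher. Scaling moved no median of all genes by over 0.1. Robust eBayes gave 68 genes with Dppa2 OE. With pseudocount 1, genes changed were 52 in si-Dppa2 and 0 for labelled si-Dppa2/4 against labelled si-Dppa4, with pseudocount 0.05 they were 80 in labelled si-Dppa2/4 and 2 in the last comparison, and with values floored at 0.2 they were 31 in si-Dppa2. Without the trend, they were 30 in si-Dppa2, 280 in labelled si-Dppa4, 3 for labelled si-Dppa2/4 against labelled si-Dppa4 and 7 for si-Dppa2 against labelled si-Dppa4, and Dppa2 in si-Dppa2, at -0.94, had an adjusted p of 0.0645.

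With only the 4 libraries of a comparison in the fit, which leaves fewer libraries to estimate the spread, genes changed were 0 in si-Dppa2, 35 in labelled si-Dppa4, 3 in labelled si-Dppa2/4, 0 for labelled si-Dppa2/4 against either single knockdown and 1 for si-Dppa2 against labelled si-Dppa4, and Dppa2 in si-Dppa2, at -0.94, had an adjusted p of 0.248. Without the libraries labelled si-Dppa4, 12 genes changed in si-Dppa2 and 23 in labelled si-Dppa2/4. Without those labelled si-Dppa2/4, 11 changed in si-Dppa2 and 273 in labelled si-Dppa4. Replicate numbers do not pair the libraries, whose deviations correlate by -0.0702 to 0.0439 between groups. With a replicate block, genes changed were 11 with Dppa2 OE, 246 in labelled si-Dppa4, 24 in labelled si-Dppa2/4, 2 for labelled si-Dppa2/4 against si-Dppa2 and 0 against labelled si-Dppa4.

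Counts of genes at least 2-fold apart depend on the floor by construction. With means floored at 1 they were 256 for si-Pias4, 415 for Dppa2 OE, 208 for si-Dppa2, 324 for labelled si-Dppa4 and 263 for labelled si-Dppa2/4. With a pseudocount of 1 added they were 172, 317, 175, 257 and 209, and with both treated libraries 2-fold from both controls 212, 474, 230, 438 and 379. Of the 2C-stage genes, 7 were similar and 19 further down with the 20% taken relative to the single knockdowns, and with a control of at least 1 FPKM, 10 were at most 50% of control and 10 of them similar. The correlation of the fold changes of si-Pias4 and Dppa2 OE was 0.15 with the filter at 1 FPKM, 0.142 with pseudocount 1 and 0.0697 without 2C-stage genes, Dppa2 and Dppa4, and genes higher in both were 102 by unadjusted p and 107 by 2-fold.

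With one library left out, genes changed ranged from 0 to 0 with Dppa2 OE, from 4 (without si-NC replicate 1 or either library labelled si-Dppa4) to 12 in si-Dppa2, from 4 (without si-NC replicate 1) to 354 in labelled si-Dppa4, from 5 (without si-NC replicate 1) to 39 in labelled si-Dppa2/4, from 2 to 8 for labelled si-Dppa2/4 against si-Dppa2, from 0 to 9 against labelled si-Dppa4 and from 3 to 11 for si-Dppa2 against labelled si-Dppa4. Dppa2 ranged from 1.52 to 1.64 with Dppa2 OE (adjusted p up to 0.53) and from -1.02 to -0.86 in si-Dppa2 (adjusted p up to 0.142). 2C-stage genes further down ranged from 0 to 1. Correlations of fold changes ranged from 0.48 (without si-Dppa2 replicate 1) to 0.702 (without si-NC replicate 2) for si-Dppa2 and labelled si-Dppa4, from 0.483 to 0.717 for si-Dppa2 and labelled si-Dppa2/4, from 0.562 to 0.751 for labelled si-Dppa4 and labelled si-Dppa2/4, and from 0.0812 (without si-Pias4 replicate 1) to 0.104 for si-Pias4 and Dppa2 OE.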

Differences from the paper's values

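For the 2C-stage genes at most 50% of control in the double knockdown, the paper's value is 50 and the value here is 29, in the libraries labelled si-Dppa2/4. The lists differ, since the paper's list was not available, and the fixed list has 38 genes with a control mean of at least 0.25 FPKM, so it could not reach the paper's count. Of 10 alternatives set before the data were examined, the count without si-NC replicate 2, 34, was within 1.5 times of the paper's, and the other 9 ranged from 10 to 30.

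For Pias4 mRNA in si-Pias4, the paper's RT-qPCR value behind Fig 1B is 0.294 of control (SD 0.132) and the RNA-seq value here is 0.477. Of 14 alternatives set before the data were examined, the value without si-Pias4 replicate 1, 0.427, was within 1.5 times of the paper's, although just outside its SD, and the other 13 differed by more than both, with the highest at 0.528.

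For Zscan4d in si-Pias4, the paper's RT-qPCR value is 54.6 times control (SD 1.59) and the RNA-seq value here is 11.3 times. All 12 alternatives set before the data were examined differ from the paper's value, from 1.93 to 12.0 times. One si-NC library lists Zscan4d at 0, so the ratio of means rests on the other.

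For Dux with Dppa2 OE, the paper's RT-qPCR value is 7 times control and the RNA-seq value of Duxf3 here is 11.2 times. Of 12 alternatives set before the data were examined, 5 are within 1.5 times of the paper's value: pseudocount 0.05 (7.65), values floored at 0.2 (5.25), quantile normalization (9.05), without Dppa2 OE replicate 1 (8.77) and without Empty replicate 2 (5.59). The other 7 are not, from 1.87 with pseudocount 1 to 13.6 without Dppa2 OE replicate 2, and include median-ratio scaling, no filter, both eBayes options and the replicate block.

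The paper states that some 2C-specific genes went further down in the double knockdown than in either single one, by at least 20%. Of the fixed list, 0 genes did when the 20% was counted in points of control, 1 did without replicate 1 of the libraries labelled si-Dppa2/4, and 19 did when the 20% was taken relative to the single knockdowns. The paper does not say which way the 20% is counted. In points of control, a gene already below 20% of si-NC in either single knockdown cannot count, so the 0 says nothing about such genes. The relative rule also takes in genes listed at 0 in every knockdown library, such as Zscan4e.

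The paper gives 97 candidate substrates of the SUMO2 pull-down under its stated rule of a mean count above 1. From its S3 Table, 76 proteins met that rule here, and 97 did with a mean of at least 1.

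The paper reports these libraries as a knockdown of both genes, while Dppa2 mRNA in the libraries labelled si-Dppa2/4 was at 104% of control and Dppa4 mRNA at 28.3%.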

Other observations

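Of the tests in this part, the overlaps by unadjusted p or by fold, the test of genes with a seed match and the scores per library were chosen only after the results were seen.

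Imprinted genes moved in both directions in the libraries labelled si-Dppa4, where 2 of 21 measured were higher and 3 lower over all genes. Dlk1, a noncanonical Notch ligand, was at 20.1% of control and Ndn, which encodes necdin, at 32.2%, while the noncoding RNA Rian of the same cluster as Dlk1 was 1.26-fold higher. The list as a whole had a median log2 fold change of 0.02 there (camera adjusted p = 0.416), and of -0.13 in the libraries labelled si-Dppa2/4, where 7 were lower when adjusted over the list alone (adjusted p = 0.0168, and adjusted p = 0.113 with an estimated correlation). With Dppa2 OE, 1 of 22 was higher, and 3 were higher and 2 lower when adjusted over the list alone (median 0.24, adjusted p = 0.0297, and adjusted p = 0.547 with an estimated correlation). Of 16 members of the fixed list titled integrated stress response, Xbp1 and Asns were lower in the libraries labelled si-Dppa4. The list had a median of -0.23 there (camera adjusted p = 0.000212, and adjusted p = 0.0884 with an estimated correlation). In si-Dppa2, Dnmt3l, a cofactor of the DNA methyltransferases, was 1.37-fold higher (adjusted p = 0.0165 from limma), a call that was lost in 3 of 11 alternatives. Of 13 DNA methylation genes, 4 were higher and 1 lower there when adjusted over the list alone (median 0.09, camera adjusted p = 0.00101, and adjusted p = 0.072 with an estimated correlation).

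Some genes that were higher with Dppa2 OE were lower in the knockdowns, by counts that differed between these. Of 23 genes higher with Dppa2 OE and tested in both tables, 11 were lower in the libraries labelled si-Dppa4, where independent lists share 0.511, and 8 of them were 2C-stage genes (Fisher's exact test, p = 5.9e-13). For the libraries labelled si-Dppa2/4 the count was 7 (0.155 in independent lists, Fisher's exact p = 1.1e-10) and for si-Dppa2 it was 2 (0.0178 in independent lists, p = 0.000136). Across 14220 genes, which are not independent replicates, the log2 fold changes of Dppa2 OE had Pearson correlations of -0.0582 with si-Dppa2, -0.0842 with the libraries labelled si-Dppa4 and -0.0743 with those labelled si-Dppa2/4, and Spearman correlations of -0.0174, -0.00829 and -0.0219. Between si-Pias4 and Dppa2 OE, 0 genes were higher in both at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05, 102 were higher in both (43.5 in independent lists), 17 of them 2C-stage genes, and at 2-fold 107 were (18.9 in independent lists), 21 of them 2C-stage genes. Genes are not independent, and low genes vary in any library. Across 14308 genes, which are not independent replicates, the log2 fold changes of si-Pias4 and Dppa2 OE had a Pearson correlation of 0.113 and a Spearman correlation of 0.113.

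Markers of other cell types were also compared. In si-Pias4, median log2 fold changes were 0.03 for 17 primitive endoderm genes (camera adjusted p = 0.375), 0.13 for 14 trophectoderm genes (adjusted p = 0.235), -0.03 for 8 neuroectoderm genes (adjusted p = 0.896) and 0.41 for 5 fibroblast genes (adjusted p = 0.154). With Dppa2 OE, 17 trophectoderm genes had a median of 0.40 (adjusted p = 0.0302, and adjusted p = 0.384 with an estimated correlation) and 7 fibroblast genes one of 0.47 (adjusted p = 0.0265, and adjusted p = 0.495 with an estimated correlation), with 0 members passing over all genes in either. In the libraries labelled si-Dppa4, Fbln2 was the 1 fibroblast gene of 7 that was lower (median -0.37, adjusted p = 0.00819, and adjusted p = 0.302 with an estimated correlation). The score per library was lower there for fibroblast (-0.52, adjusted p = 0.0166), trophectoderm (-0.30, adjusted p = 0.0285) and neuroectoderm genes (-0.26, adjusted p = 0.0280), while camera with an estimated correlation gave adjusted p = 0.324 for trophectoderm and 0.452 for neuroectoderm genes. In the libraries labelled si-Dppa2/4 these scores were -0.30, -0.21 and -0.20 (adjusted p = 0.0704, 0.0789 and 0.0610), and in si-Dppa2 they were -0.25, -0.20 and 0.03 (adjusted p = 0.147, 0.146 and 0.740). Mitochondrially encoded mRNAs had a median of 0.25 with Dppa2 OE (adjusted p = 0.000619, and adjusted p = 0.495 with an estimated correlation), and 0 of 13 passed over all genes. Germline genes with Dppa2 OE were 6 of 23 higher when adjusted over the list alone (adjusted p = 0.000307, and adjusted p = 0.495 with an estimated correlation).

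Of the SUMO pathway, 0 of 15 genes passed in si-Pias4 (median 0.09, camera adjusted p = 0.0895), and in the libraries labelled si-Dppa4 the median was 0.08 (adjusted p = 0.00817, and adjusted p = 0.0884 with an estimated correlation). Of the 9 SUMO E3 ligases of the siRNA screen, Pias4 and Pias3 were lower and Trim28 higher in si-Pias4 when adjusted over the list alone (adjusted p = 0.923 for the list). The 7 hits of the CRISPRi screen had a median of 0.06 in si-Pias4 (adjusted p = 0.0695), the 7 measured interferon-stimulated genes one of -0.15 (adjusted p = 0.462), 14 housekeeping genes one of -0.05 (adjusted p = 0.0136, and adjusted p = 0.430 with an estimated correlation), 21 imprinted genes one of 0.03 (adjusted p = 0.375), 13 DNA methylation genes one of -0.05 (adjusted p = 0.57), and 22 germline genes one of 0.03 (adjusted p = 0.944).

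The candidate substrates of the SUMO2 pull-down were rebuilt from the paper's S3 Table. The methods ask for a mean count above 1 in the control runs, which 76 of 885 proteins met with the other criteria, and a mean of at least 1 gave 97, the number the paper gives. Of the 97, 86 were measured, 0 of their mRNAs passed the test in si-Pias4, and their log2 fold changes had a median of 0.03, from -0.56 to 0.59 (camera p = 0.337, and p = 0.322 with an estimated correlation). Of the 76, 68 were measured and 0 passed in limma, with 1 lower at an unadjusted p under 0.05 and a median of 0.02.

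Genes whose 3' UTR holds a match to the seed of the Pias4 siRNA guide, 2091 of 12753, were lower in si-Pias4 than genes without a match, by -0.02 on the log2 scale (permutation p = 0.00062, two-sided). For other repeats, the paper's tables give ratios of 1.48 in si-Pias4 and 2.03 with Dppa2 OE for L1Md_T, 1.01 and 1.36 for IAPEz-int and 1.14 and 4.66 for GSAT_MM.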
